# Differing impact of phosphoglycerate mutase 1-deficiency on brown and white adipose tissue

**DOI:** 10.1016/j.isci.2022.104268

**Published:** 2022-04-18

**Authors:** Yohko Yoshida, Ippei Shimizu, Yung-Ting Hsiao, Masayoshi Suda, Goro Katsuumi, Masahide Seki, Yutaka Suzuki, Shujiro Okuda, Tomoyoshi Soga, Tohru Minamino

**Keywords:** Physiology, Molecular physiology, Molecular biology

## Abstract

Brown adipose tissue (BAT) is a metabolically active organ that contributes to the thermogenic response to cold exposure. In addition, other thermogenic cells termed beige adipocytes are generated in white adipose tissue (WAT) by cold exposure. Although activation of brown/beige adipose tissue is associated with mobilization of both glucose and lipids, few studies have focused on the role of glycolytic enzymes in regulating adipose tissue function. We generated mouse models with specific deletion of the glycolytic enzyme phosphoglycerate mutase 1 (PGAM1) from adipose tissue. Deletion of Pgam1 from both BAT and WAT promoted whitening of BAT with beiging of visceral WAT, whereas deletion of Pgam1 from BAT alone led to whitening of BAT without beiging of WAT. Our results demonstrate a potential role of glycolytic enzymes in beiging of visceral WAT and suggest that PGAM1 would be a novel therapeutic target in obesity and diabetes.

## Highlights

• Pgam1 deletion leads to whitening of brown adipose tissue
• Pgam1 deletion promotes beiging of visceral white adipose tissue (WAT)
• Pgam1 deletion-induced beiging is associated with increased levels of amino acids

## Introduction

The number of patients with obesity or diabetes has increased dramatically in the modern world, and these conditions have become major health problems for many societies (Van Gaal et al., 2006; Yanovski and Yanovski, 2002). It has been suggested that a potential therapeutic strategy for diabetes and its complications could involve activation of brown adipose tissue (BAT), which normally consumes excessive calories by generating heat in response to cold exposure (Hankir et al., 2016). Cold stimulates the sympathetic nervous system to promote lipolysis and thermogenesis, and is believed to be the most potent activator of BAT. Several studies have demonstrated that chronic acclimation of adult humans to cold increases the amount of activated BAT in the supraclavicular region, and this change is associated with improvement of insulin sensitivity (Lee et al., 2014) or with an increase of cold-induced energy expenditure (van der Lans et al., 2013; Yoneshiro et al., 2013). However, activation of BAT is impaired by aging, obesity, and the diabetic state in humans and in animal models (Cypess et al., 2009; Rogers et al., 2012; Yoneshiro et al., 2011), although the underlying molecular mechanisms have not been fully elucidated.

Cold exposure also activates inducible thermogenic adipocytes in white adipose tissue (WAT). These cells, known as beige adipocytes, appear to possess specific regulatory machinery for a thermogenic response and have a distinct developmental origin from brown adipocytes (Harms and Seale, 2013; Wu et al., 2012). In mice, inguinal WAT (iWAT) is known to readily undergo “beiging” in response to cold exposure, whereas gonadal WAT (gWAT) shows a much weaker beiging response, presumably because of differential expression of transcription factors involved in brown/beige adipocyte differentiation (Kajimura et al., 2015). In humans, supraclavicular BAT has a similar molecular signature to that of mouse beige adipocytes (Lee et al., 2014; Sharp et al., 2012; Shinoda et al., 2015; Wu et al., 2012), whereas BAT at other sites expresses classical BAT markers (Cypess et al., 2013; Nagano et al., 2015; Xue et al., 2015). A number of research groups have identified factors that regulate the activity of BAT and/or beige adipose tissue and could be potential therapeutic targets (Reitman, 2017; Villarroya and Vidal-Puig, 2013). These molecules include a number of growth factors and cytokines, such as fibroblast growth factor 21 (Fisher et al., 2012), adiponectin (Hui et al., 2015), natriuretic peptides (Bordicchia et al., 2012), prostaglandins (Vegiopoulos et al., 2010), and irisin (Bostrom et al., 2012). Thyroid hormone and parathyroid hormone are also known as BAT activators (Kir et al., 2016; Lin et al., 2015). Moreover, various transcription factors (Ma et al., 2015; Tai et al., 1996) and signaling molecules (Bi et al., 2014; Whittle et al., 2012) were reported to be involved in activating BAT and beige adipose tissue. Although β_3_-adrenergic stimulation is critical for activating thermogenic modulation by BAT and beige adipose tissue, other neurotransmitters such as adenosine (Gnad et al., 2014), serotonin (Crane et al., 2015), gamma-aminobutyric acid (Ikegami et al., 2018) also make a contribution.

Activation of BAT is associated with increased mobilization of glucose and lipids, which are utilized for generation of heat, and therefore BAT acts as a metabolic sink for these energy sources (Bartelt et al., 2011; Seale et al., 2011). The interaction between lipid metabolism and activation of BAT has been extensively investigated. For example, studies involving genetic deletion of factors that promote fatty acid oxidation have revealed an essential role of these factors in BAT activation by cold exposure (Ji et al., 2008; Lee et al., 2015; Tolwani et al., 2005). Inhibition of intracellular triglyceride lipolysis suppresses cold-induced activation of BAT in humans and animals, but lipolytic activity in BAT itself is not essential because defective BAT lipolysis can be fully compensated by circulating fatty acids derived from WAT (Schreiber et al., 2017; Shin et al., 2017). It has also been reported that lipid biosynthesis is required for the thermogenic response of BAT because it modulates the expression of mitochondrial electron transport chain components (Tan et al., 2015). Accumulating evidence suggests a critical role of glycolysis in regulating adipose tissue function (Hankir and Klingenspor, 2018; Isidor et al., 2020; Jung et al., 2021; Nguyen et al., 2020), but it remains unclear how glycolytic enzymes differently act on various adipose tissues. Therefore, we investigated whether BAT and WAT were regulated by the glycolytic enzyme phosphoglycerate mutase (PGAM), which catalyzes conversion of 3-phosphoglycerate (3PG) to 2-phosphoglycerate (2PG), by generating mice with adipose tissue-specific PGAM deficiency.

## Results

### Adipose tissue-specific Pgam1 deletion has differing effects on BAT and WAT

We first determined the level of Pgam expression in various mouse tissues. PCR revealed high levels of Pgam1 expression in the brain and BAT, as well as moderate Pgam1 expression in the WAT, aorta, liver, and kidney (Figure 1A). Pgam2, a muscle-specific isoform, was predominantly expressed by cardiac and skeletal muscle (Figure 1A). Then we generated adipose tissue-specific Pgam1 knockout mice (Adipoq-Cre; floxed Pgam1, Adipo-Pgam1 KO mice). PCR showed that Pgam1 expression was significantly reduced in the BAT of these mice, as well as in gonadal WAT (gWAT) and inguinal WAT (iWAT) (Figures 1B and S1A). Western blot analysis also demonstrated significant downregulation of Pgam1 expression in BAT and WAT, along with reduced enzyme activity (Figure 1C). Both body weight and food intake showed no differences between Adipo-Pgam1 KO mice and their littermate controls (Figures 1D and 1E). Analysis of CT data revealed a decrease of total WAT weight in Adipo-Pgam1 KO mice (Figure 1F). In these mice, BAT weight was increased and iWAT weight was reduced, whereas gWAT weight was unchanged (Figures 1G, 1H, and S1B). Investigation of the metabolic profile of Adipo-Pgam1 KO mice demonstrated lower energy expenditure (Figure 1I) and glucose intolerance/hyperinsulinemia compared with their littermate controls (Figure 1J). Despite these metabolic abnormalities, Adipo-Pgam1 KO mice showed superior cold tolerance compared with littermate controls (Figure 1K). Histological examination of Adipo-Pgam1 KO mice showed that the BAT of these animals contained larger lipid droplets and had undergone whitening, whereas gWAT and iWAT demonstrated an increase of beige adipocytes (Figure 1L). We also found an increase of macrophage infiltration into WAT of Adipo-Pgam1 KO mice (Figures S1C and S1D). These findings suggested that BAT dysfunction and WAT inflammation induced by Pgam1 deficiency led to abnormal glucose metabolism, but beiging of WAT contributed to preservation of the thermogenic response.

**Figure 1:**
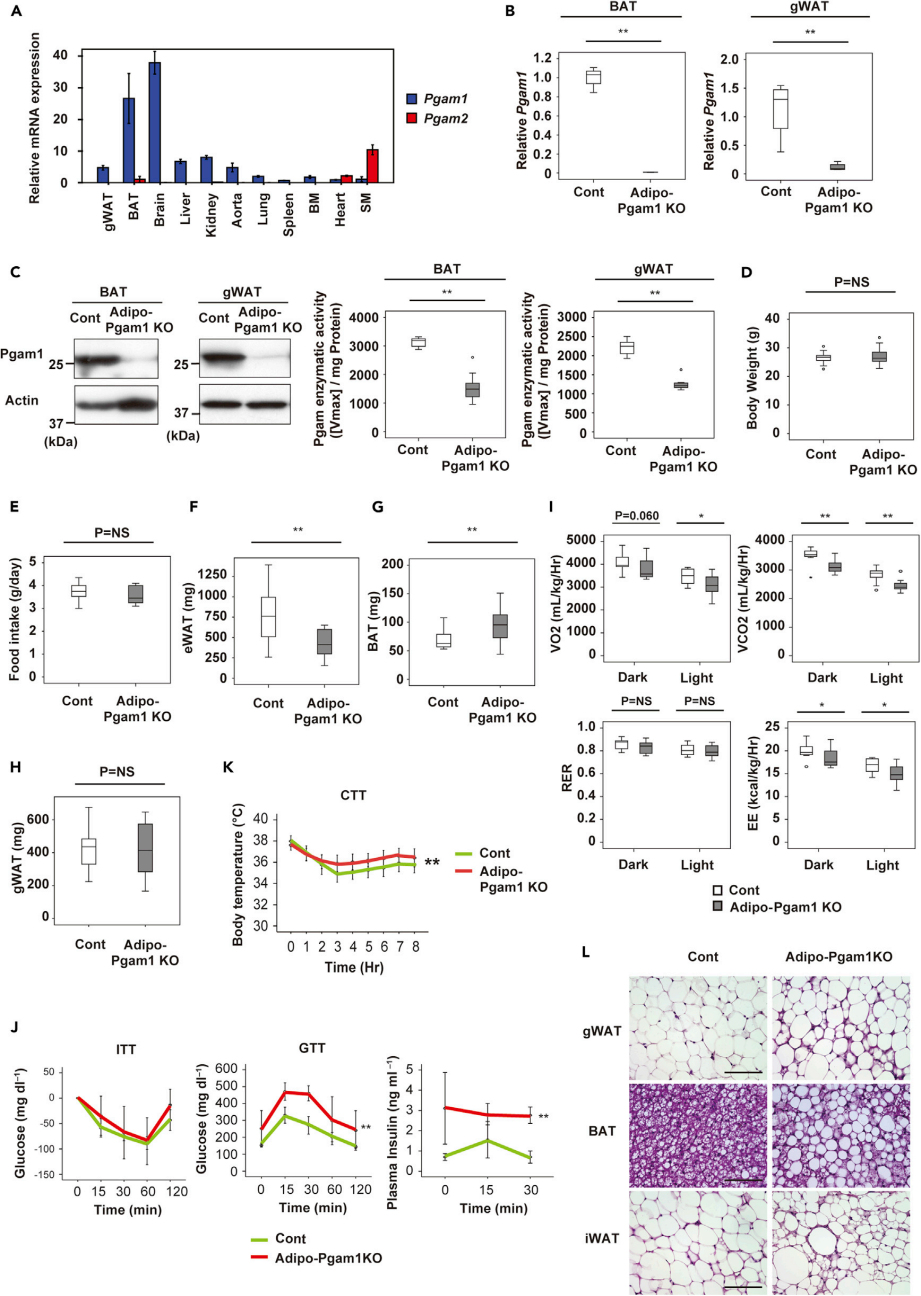
Adipose tissue-specific Pgam1 deletion has differing effects on BAT and WAT (A) Relative transcription level for *Pgam1* and *Pgam2* of whole body organs from 12-weeks-old C57BL/6N mice (each n = 4). (B) Transcripts for *Pgam1* of BAT (left panel) and gonadal WAT (gWAT) (right panel) from Adipo-Pgam1 knockout (Adipo-Pgam1 KO) and their littermate WT (Cont) mice (BAT; n = 4, 4, gWAT; n = 4, 4). (C) Left; Western blot analysis for Pgam1 in BAT (left) and gWAT (right) prepared in (B). Actin was used as loading control. Right; Pgam enzymatic activity of BAT (left) and gWAT (right) prepared in (B) (BAT; n = 9, 9, gWAT; n = 9, 9). (D) Body weight of mice prepared in (B) (n = 19, 16). (E) Food intake of mice prepared in (B) (n = 11, 8). (F) Visceral fat weight of mice prepared in (B) analyzed with CT scan (n = 12, 9). (G) BAT weight of mice prepared in (B) (n = 19, 16). (H) gWAT weight of mice prepared in (B) (n = 19, 16). (I) Oxygen consumption (VO_2_)(n = 16, 10), CO_2_ emission (VCO_2_)(n = 16, 10), respiratory exchange ratio (RER)(n = 16, 10) and energy expenditure (EE)(n = 16, 10) of mice prepared in (B). (J) Insulin tolerance test (ITT) (left) (n = 9, 4), glucose tolerance test (GTT) (middle) (n = 9, 4) and plasma insulin concentration during GTT (right) (n = 7, 3) of mice prepared in (B). (K) Acute cold tolerance test in mice prepared in mice prepared in (B) (n = 16, 13). (L) Hematoxylin and eosin (HE) staining of gWAT (upper panel), BAT (middle panel) and iWAT (lower panel) from mice prepared in (B). Scale bar = 100μm. Data were analyzed by the 2-tailed Student’s *t* test (B–I), or repeated measures followed by Tukey’s multiple comparison test (J and K). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figure S1.

### Opposing metabolic profiles of BAT and WAT in Adipo-Pgam1 KO mice

To investigate the mechanisms underlying the phenotypic changes of BAT and WAT induced by Pgam1 deficiency, we conducted transcriptomic and metabolomic analyses of Adipo-Pgam1 KO mice and littermate controls. Transcriptomic analysis demonstrated marked downregulation of enzymes involved in glycolysis and the tricarboxylic acid (TCA) cycle in BAT from Adipo-Pgam1 KO mice compared with BAT from littermate controls (Figures 2A and 2B), corresponding to the observed whitening of BAT in the KO mice (Figure 1L). In contrast, expression of these enzymes was upregulated in WAT from Adipo-Pgam1 KO mice, particularly gWAT, compared with WAT from littermate controls (Figures 2A, 2B, S2A, and S2B). Metabolomic analysis of the glycolytic pathway revealed a marked increase of 3PG in BAT and WAT confirming *Pgam1* gene deletion (Figures 2A and S2B). Consistent with the results of transcriptomic analysis of the TCA cycle, intermediate metabolites of this cycle were decreased in BAT and increased in WAT from Adipo-Pgam1 KO mice compared with the corresponding tissues from littermate controls (Figures 2B and S2B). Similarly, components of the mitochondrial oxidative phosphorylation system showed downregulation in BAT versus upregulation in WAT from Adipo-Pgam1 KO mice (Figures 2C, S2A, and S2B). Gene ontology enrichment analysis indicated the development of an inflammatory response and metabolic dysfunction in BAT from Adipo-Pgam1 KO mice (Figure S3). In contrast, WAT from these mice showed enhancement of metabolic activity, supporting the observed phenotypic changes of adipose tissue (Figure S3).

**Figure 2:**
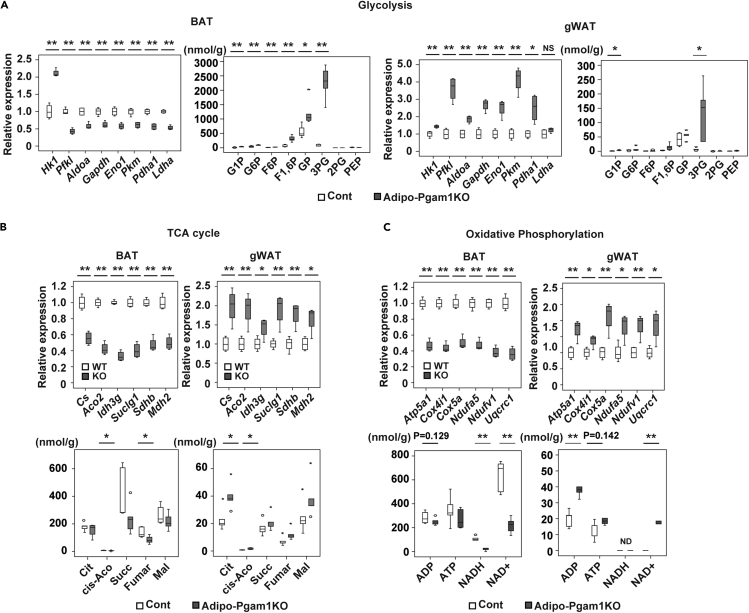
Opposing metabolic profiles of BAT and WAT in Adipo-Pgam1 KO mice (A) Relative change of transcripts (each n = 4, 4) and the tissue weight-adjusted metabolite level (each n = 5, 5) in glycolytic pathway in BAT and gWAT from Adipo-Pgam1 KO mice. (B) Relative change of transcripts (each n = 4, 4) and the tissue weight-adjusted metabolite level (each n = 5, 5) in TCA cycle in BAT (left) and gWAT (right) from Adipo-Pgam1 KO mice. (C) Relative change of transcripts (each n = 4, 4) and the tissue weight-adjusted metabolite level (each n = 5, 5) in oxidative phosphorylation in BAT and gWAT from Adipo-Pgam1 KO mice. Data were analyzed by the 2-tailed Student’s *t* test (A, B and C). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figures S2 and S3.

### Adipo-Pgam1 KO mice show whitening of BAT and beiging of WAT

To further investigate the adipose tissues changes in Adipo-Pgam1 KO mice, we performed histological examination by using uncoupled protein 1 (Ucp1) and carnitine palmitoyl transferase 1b (Cpt1b) as markers for thermogenic adipocytes. Compared with their littermate controls, the number of Ucp1-positive cells was significantly decreased in BAT from Adipo-Pgam1 KO mice, whereas it was significantly increased in gWAT from these mice (Figure 3A). Likewise, there were fewer Cpt1b-positive cells in BAT from Adipo-Pgam1 KO mice and more Cpt1b-positive cells in gWAT from these mice than in the corresponding tissues from littermate controls (Figure 3A). PCR revealed upregulated expression of Ucp1 and Cpt1b in gWAT from Adipo-Pgam1 KO mice, whereas expression was downregulated in BAT (Figure 3B). Similar results were observed in expression of other beige makers (Figure S4). It is interesting that iWAT showed milder beiging than gWAT in these mice after Pgam1 deletion, including a smaller increase of Ucp1 or Cpt1b-positive cells and less marked upregulation of beige adipocyte markers (Figures S5A–S5C). In Adipo-Pgam1 KO mice, electron microscopy detected a number of mitochondria with structural collapse in BAT, whereas there was an increase of normal mitochondria in gWAT (Figure 3C) and also in iWAT to a lesser extent (Figure S5D). We also observed a significant increase of TUNEL-positive cells in BAT from Adipo-Pgam1 KO mice (Figure 3D). Norepinephrine was not elevated in plasma or in WAT from Adipo-Pgam1 KO mice (Figure 3E), suggesting that beiging of gWAT after Pgam1 deletion was not mediated by neural activation because of BAT dysfunction.

**Figure 3:**
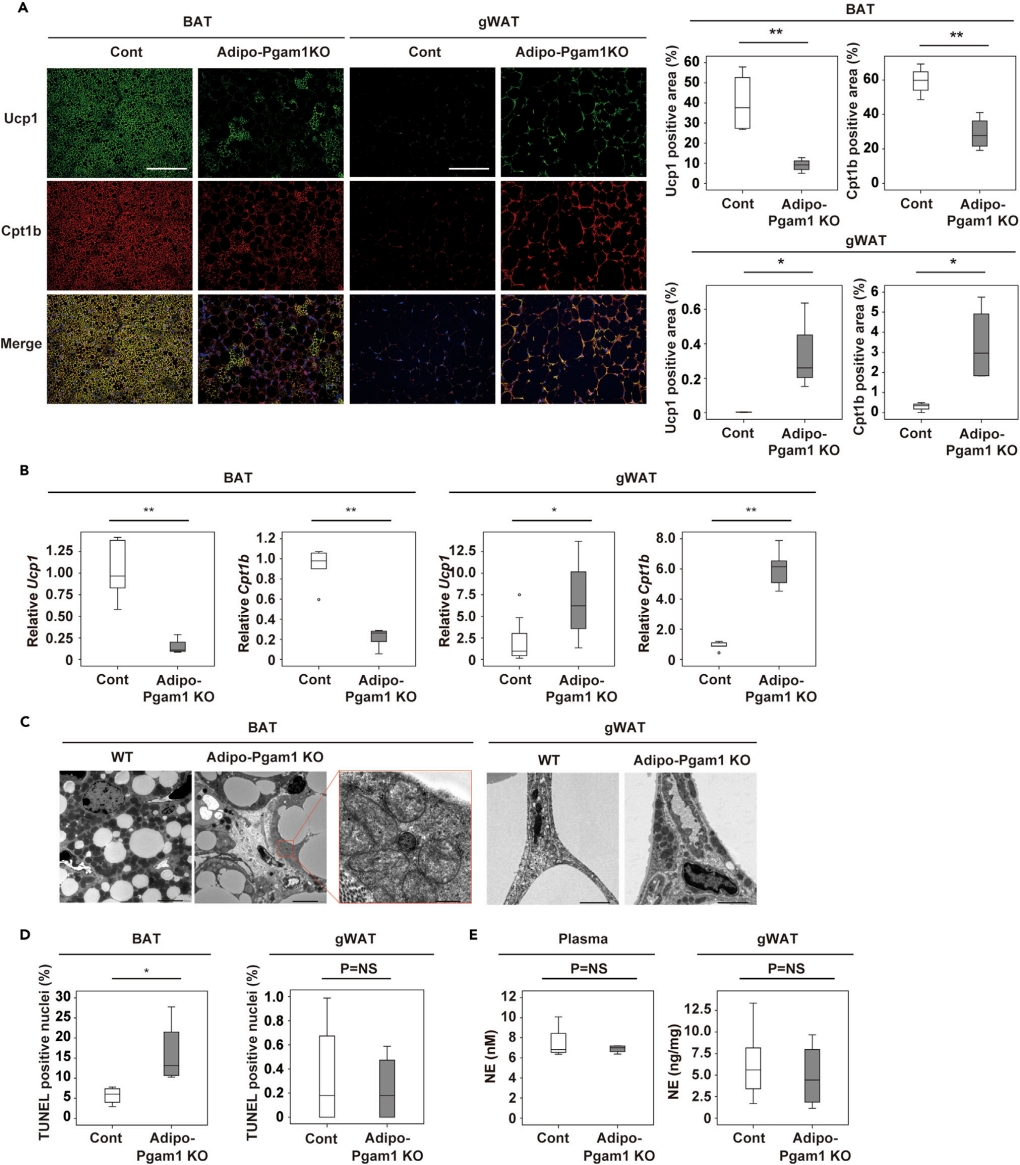
Adipo-Pgam1 KO mice show whitening of BAT and beiging of WAT (A) Immunofluorescent staining showing Ucp1 (green) and Cpt1b (red) in BAT (left) and gWAT (right) from Adipo-Pgam1 KO and their littermate WT mice. Scale bar = 100 μm. The graphs on the right display the Ucp1-or Cpt1b-positive area (%) (each n = 4, 4). (B) Transcripts for *Ucp1* and *Cpt1b* of BAT (left) and gWAT (right) from mice prepared in (A) (BAT; *Ucp1* n = 8, 4, *Cpt1b* n = 6, 5, gWAT; *Ucp1* n = 8, 4, *Cpt1b* n = 6, 5). (C) Transmission electron microscopy analyzing BAT (left) and gWAT (right) from mice prepared in (A). Scale bar = 5μm for low magnification and 500 nm for high magnification in BAT and 2μm in gWAT. (D) Quantification of TUNEL positive cells of BAT (left) and gWAT (right) from mice prepared in (A) (n = 4,4). (E) Norepinephrine level in the circulation (left) and gWAT (right) from mice prepared in (A). (Plasma; n = 9, 4, gWAT; n = 6, 4). Data were analyzed by the 2-tailed Student’s *t* test (A, B, D, and E). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figures S4–S6.

### BAT-specific Pgam1 deletion does not promote beiging of WAT

It is possible that dysfunctional BAT promotes beiging of WAT via the central nervous system. To further investigate the mechanisms underlying Pgam1 deletion-induced beiging of gWAT, we generated BAT-specific Pgam1 knockout mice (Ucp1-Cre; floxed Pgam1, BAT-Pgam1 KO mice). In these mice, Pgam1 expression was significantly reduced in BAT, but not in WAT (Figure 4A). Body weight and food intake did not differ between BAT-Pgam1 KO mice and their littermate controls (Figures 4B and 4C). BAT-Pgam1 KO mice showed a significant increase of BAT weight, whereas there were no changes of gWAT or iWAT weights (Figure 4D). Targeted deletion of Pgam1 from BAT led to impairment of cold tolerance with normal glucose and insulin tolerance (Figures 4E and 4F). We found that BAT-Pgam1 KO mice demonstrated lower energy expenditure compared with their littermate controls (Figure 4G), although the difference was not statistically significant. Histological examination revealed that deletion of Pgam1 from BAT led to whitening of BAT, but did not affect WAT (Figure 5A). In comparison with their littermate controls, electron microscopy showed that Pgam1 deletion was associated with an increase of abnormal mitochondria in BAT from Adipo-Pgam1 KO mice, but no specific changes were observed in WAT (Figure 5B). Although Ucp1-positive cells and Cpt1b-positive cells were decreased in BAT from BAT-Pgam1 KO mice, these cells were not increased in WAT (Figure 5C). According to PCR analysis, there was downregulation of thermogenic adipocyte markers in BAT from BAT-Pgam1 KO mice compared with littermate controls, whereas there was no difference of these markers in WAT (Figure 5D). Taken together, these findings suggested that Pgam1 deletion directly induces beiging of gWAT.

**Figure 4:**
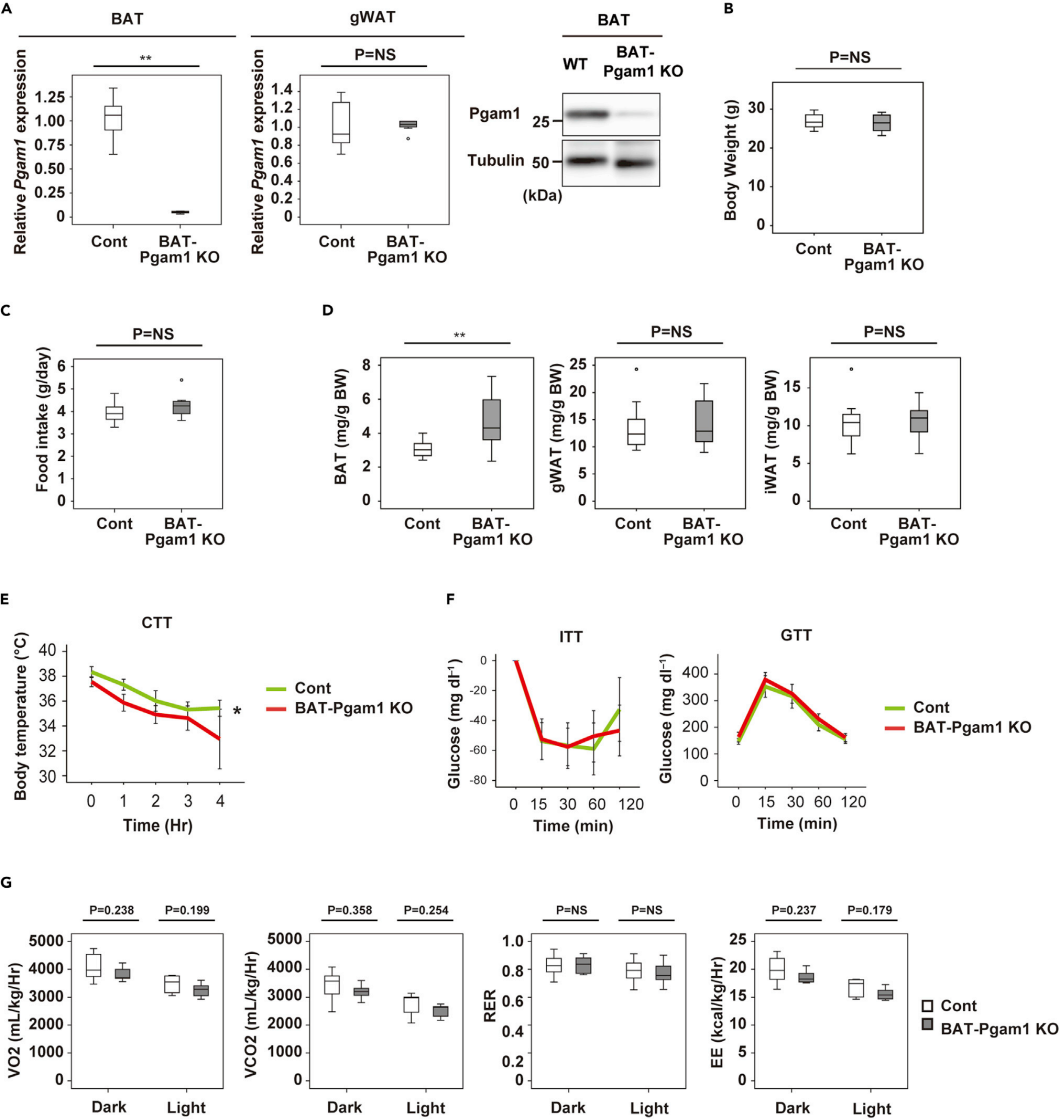
Metabolic phenotypes of BAT-specific Pgam1 KO mice (A) Transcripts for *Pgam1* of BAT (left graph) and gWAT (right graph) from BAT-Pgam1 knockout (BAT-Pgam1 KO) and their littermate WT (Cont) mice (BAT; n = 7, 7, gWAT; n = 7, 7). Western blot analysis showing down-regulation of Pgam1 in BAT from BAT-Pgam1 KO mice. (B) Body weight of mice prepared in (A) (n = 12, 12). (C) Food intake of mice prepared in (A) (n = 7, 7). (D) Body weight-adjusted BAT (n = 12, 12), gWAT (n = 11, 12) and inguinal WAT (iWAT) (n = 11, 12) weight of mice prepared in (A). (E) Acute cold tolerance test in mice prepared in mice prepared in (A) (n = 12, 12). (F) Insulin tolerance test (ITT) (left) (n = 12, 13) and glucose tolerance test (GTT) (right) (n = 12, 13) of mice prepared in (A). (G) Oxygen consumption (VO_2_)(n = 7, 7), CO_2_ emission (VCO_2_)(n = 7, 7), respiratory exchange ratio (RER)(n = 7, 7) and energy expenditure (EE)(n = 7, 7) of mice prepared in (A). Data were analyzed by the 2-tailed Student’s *t* test (A–D and G), or repeated measures followed by Tukey’s multiple comparison test (E and F). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant.

**Figure 5:**
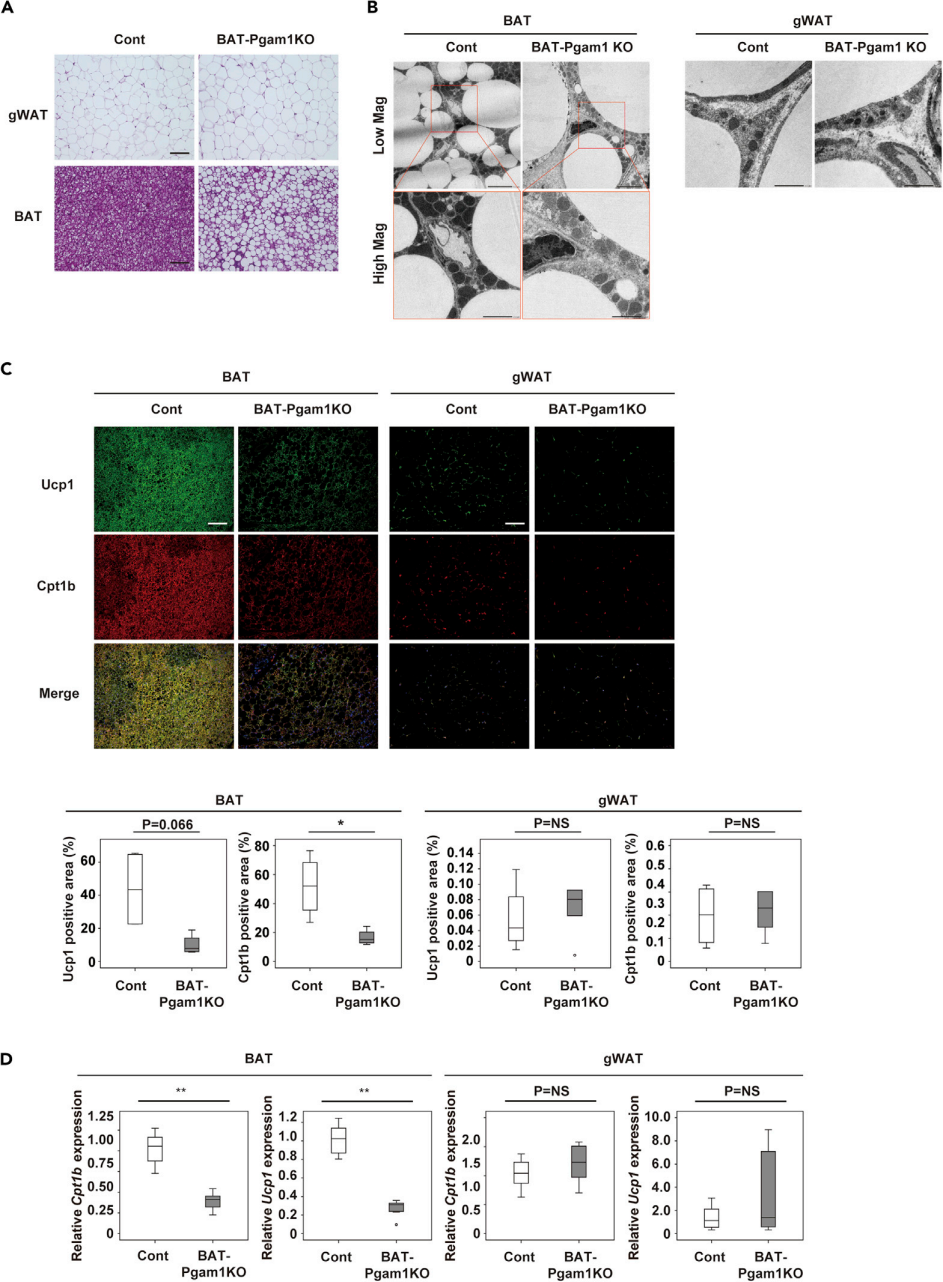
BAT-specific Pgam1 deletion does not promote beiging of WAT (A) Hematoxylin and eosin (HE) staining of gWAT (upper panel) and BAT (lower panel) from BAT-Pgam1 knockout (BAT-Pgam1 KO) and their littermate WT (Cont) mice. Scale bar = 100μm. (B) Transmission electron microscopy analyzing BAT (left) and gWAT (right) from mice prepared in (A). Scale bar = 5μm for low magnification and 2μm for high magnification in BAT and 2μm in gWAT. (C) Immunofluorescent staining showing Ucp1 (green) and Cpt1b (red) in BAT (left) and gWAT (right) from mice prepared in (A). Scale bar = 100 μm. The lower graphs display the Ucp1-or Cpt1b-positive area (%) (each n = 4, 4). (D) Transcripts for *Ucp1* and *Cpt1b* of BAT (left) and gWAT (right) from mice prepared in (A) (each n = 7, 7). Data were analyzed by the 2-tailed Student’s *t* test (C and D). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant.

To test this hypothesis, we crossed Adipo-Pgam1 KO mice with EGFP Cre reporter mice (Adipoq-Cre; floxed Pgam1; CAG-LSL-EGFP). In these mice, expression of EGFP and Cpt1b was co-localized in gWAT (Figure S6A). We also found that Cre protein immunoreactivity was co-localized with that of Cpt1b in gWAT (Figure S6B), suggesting specific upregulation of Cpt1b expression in gWAT cells with Pgam1 deletion. 

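For single-cell RNA sequencing, gWAT was digested with collagenase and Dispase and the stromal vascular fraction (SVF) was pelleted, a fraction of stromal, vascular and immune cells that is largely free of the floating mature adipocytes. Cells were captured in droplets, where a transcript is tagged at its 3′ end with a cell barcode and a unique molecular identifier (UMI), so that a count stands for a captured molecule and not for a read. There was 1 library from littermate control mice and 1 from Adipo-Pgam1 KO mice, all male. The paper's text does not give the number of mice behind each library. The library labels give an age of 13 weeks, whereas the paper gives 12 weeks for its experiments in general. The authors processed the reads with CellRanger 3.0.1 and deposited the UMI counts of 28692 genes in each cell barcode without normalization. The littermate control library held 8522 barcodes with 42859406 UMIs, a median of 2957.5 UMIs per barcode, and the Adipo-Pgam1 KO library held 2730 barcodes with 13821581 UMIs, a median of 2387 UMIs per barcode. Over all barcodes, Pgam1 had 4254 UMIs in the control library, which is 99.3 CPM (UMIs of a gene scaled by all UMIs of the group; exact Poisson 95% interval 96.3 to 102), and 1264 UMIs in the KO library, which is 91.5 CPM (86.5 to 96.6). The genotype of each library was taken from its label.

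From the deposited counts, cells with at least 500 detected genes and at most 10% mitochondrial UMIs were kept, which left 3881 control and 958 KO cells. The paper's text does not name the filters applied in Seurat. The cells with the highest doublet scores (Scrublet) were then removed, in a share set by the number of barcodes of each library, which took out 265 control cells (6.83%) and 21 KO cells (2.19%). The remaining 3616 control and 937 KO cells had a median of 6898 and 7494 UMIs. Leiden clustering of these cells gave 24 clusters, of which 17 were named by marker genes. Fibroblast-like cells, named from Pdgfra, Col1a1, Col1a2, Col3a1, Dcn, Lum, Dpt and Col6a1, made up 786 of the control cells (21.7%, exact Clopper-Pearson 95% interval 20.4% to 23.1%) and 189 of the KO cells (20.2%, 17.6% to 22.9%). Unnamed clusters held 16.9% of control and 23.6% of KO cells, and the unnamed clusters near the fibroblast markers held 6.28% and 7.47%. The latter include a cluster that scored highest for pericyte and smooth muscle markers, with fibroblast markers next, 0.51 lower. Because there was 1 library per genotype and cells are not replicates, no test was run. All intervals cover counting error only, and each ratio describes this pair of libraries.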

To further examine whether Pgam1 deletion induces beiging of gWAT, we conducted single cell RNA sequence analysis of the stromal vascular fraction from gWAT of Adipo-Pgam1 KO mice and their littermate control mice. We identified a cluster in the fibroblast cluster of gWAT of littermate control mice that was rich for adipocyte markers (Fibroblast4; Figure S6C), suggesting that this population were preadipocytes and that Pgam1 was deleted in this population of Adipo-Pgam1 KO mice by the Cre recombination driven by the Adiponectin promoter. 

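The paper's text does not list the genes that define Fibroblast4. A corresponding cluster was therefore rebuilt from the control counts, and a difference from the study may come from the rebuilt clusters. Control fibroblast-like cells were clustered with 45 genes left out (listed adipocyte and beige cell markers and Pgam1), which gave 5 clusters. The cluster with the highest mean z-score of Pparg, Cebpa, Fabp4, Lpl and Cd36 was taken as the adipocyte-marker cluster. Its mean z-score was 1.11, against 1.02 in the next cluster. It held 206 cells, 26.2% of the fibroblast-like cells (exact Clopper-Pearson 95% interval 23.2% to 29.4%), and its leading genes against the other fibroblast clusters were Agt, Trf, Fndc5, Mmd2 and Clic6. The share of cells in it moved most with the clustering resolution, to 45.9% at a resolution of 0.3 and to 11.8% at a resolution of 1.0, in place of 0.5.

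In this cluster, with 2683388 UMIs, Fabp4 reached 1016 CPM, against 298 CPM in the other fibroblast clusters with 6982009 UMIs, a log2 ratio of 1.77 (95% interval of the ratio of counts 1.69 to 1.85). The log2 ratio was 1.69 (1.29 to 2.09) for Cd36, 0.71 (0.46 to 0.97) for Cebpa, 0.58 (0.07 to 1.08) for Pparg and 0.50 (0.45 to 0.55) for Lpl. These genes chose the cluster and so do not measure it independently. Of 13 further adipocyte markers that were not used to choose it, 6 had at least 10 UMIs in the control fibroblast-like cells, with a median log2 ratio of 0.59 (0.28 to 0.94 in Poisson draws of their counts). The intervals of Lipe (1.11, 0.65 to 1.57), Dgat2 (1.29, 0.21 to 2.37) and Pnpla2 (0.58, 0.18 to 0.97) lay above 0, and those of Acsl1 (0.60), Car3 (0.29) and Cfd (−1.08) included 0. This median was −0.060 when cells with at least 200 genes and at most 20% mitochondrial UMIs were kept. It was −1.43 when the limit on mitochondrial UMIs was dropped as well and the unnamed clusters near fibroblasts were counted in. The latter setting was chosen after seeing the data. Adipoq (ENSMUSG00000022878), on chromosome 16 of GRCm38 from 23146536 to 23158028, had 1 UMI in the cluster and 2 in the other fibroblast clusters. An Adipoq UMI was found in 0.485% of the cluster's cells (0.0123% to 2.67%), which had a median of 12971.5 UMIs, and in 0.304% of the control's T, B and NK cell-like cells, which had a median of 4275.5 UMIs. With each cell thinned to 2000 UMIs, the shares were 0.488% (1 shallower cell left out) and 0.159% (28 left out), 1 cell in each, so that Adipoq could not be told from background RNA at this depth. The remaining 6 held-out markers (Plin1, Plin4, Cidec, Lep, Retn and Slc2a4) had at most 3 UMIs each in the cluster.

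Genes of Dpp4-positive progenitors (Dpp4, Pi16, Cd55, Anxa3, Wnt2, Sema3c and Dact2) were all lower in the cluster than in the other fibroblast clusters, with a median log2 ratio of −2.41 and every interval below 0. Of 7 genes of committed preadipocytes, 6 were higher with intervals above 0 (Col4a1, Col4a2, Col15a1, Apoe, Gpc3 and Sparcl1), and Icam1 was lower (−0.91, −1.38 to −0.47). Their median log2 ratio was 0.37.

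**Figure D1:**
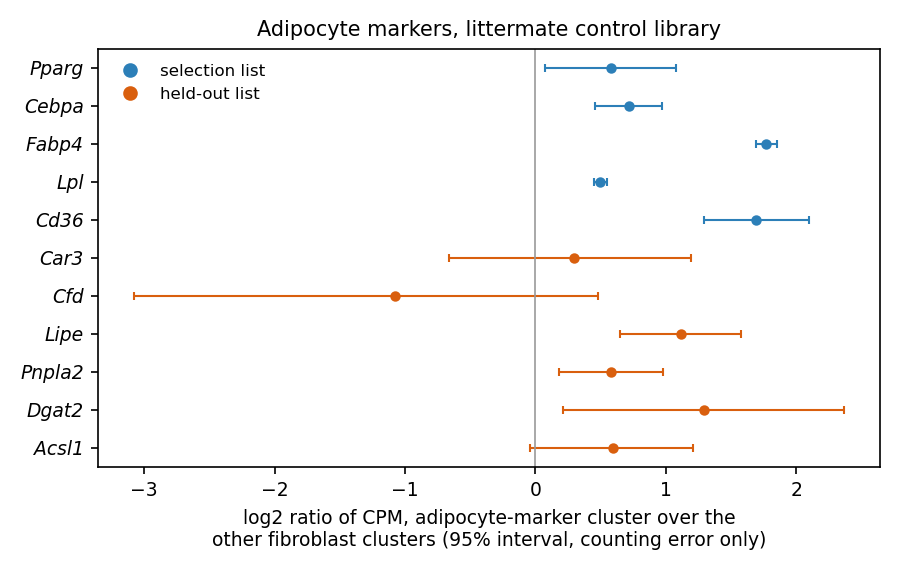
Adipocyte markers with at least 10 UMIs in the fibroblast-like cells of the littermate control library. The horizontal axis is the log2 ratio of CPM in the adipocyte-marker cluster over the other fibroblast clusters, points are ratios of summed UMIs, bars are 95% intervals that cover counting error only, and colours separate the 5 genes that chose the cluster (selection list) from the 6 held-out markers. The 5 selection genes lie between 0.50 and 1.77, and Cfd is the held-out marker below 0, at −1.08.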

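Fibroblast-like cells of the Adipo-Pgam1 KO library were assigned to the control clusters by their 20 nearest control cells in the space of the control's principal components. The adipocyte-marker cluster received 71 of them (37.6%, exact Clopper-Pearson 95% interval 30.6% to 44.9%). No comparison of this share with the control's is drawn, because a leading gene of the cluster, Clic6, differed between the libraries.

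Pgam1 (ENSMUSG00000011752) lies on the forward strand of chromosome 19 from 41911923 to 41918660 and has 4 exons (GENCODE annotation of GRCm38; the paper's text does not name the build behind the counts). The processed pseudogenes Pgam1-ps1 and Pgam1-ps2, on chromosomes 11 and 7, are not among the counted genes. Counts are per gene and come from transcript 3′ ends, so they do not show which exons a transcript holds. In the adipocyte-marker cluster, Pgam1 had 267 UMIs in the control library (99.5 CPM, exact Poisson 95% interval 87.9 to 112) and 121 of 1112982 UMIs in the KO library (109 CPM, 90.2 to 130). The log2 ratio of KO to control was 0.13 (−0.19 to 0.44), which is within counting error. The setting that moved it most kept cells with at least 1000 genes and at most 5% mitochondrial UMIs and gave 0.34 (0.02 to 0.65). In 1000 simulated draws at this depth with Pgam1 made 2-fold lower, the interval lay below 0 in 99.8%. In the other 4 fibroblast clusters the log2 ratio ran from −0.32 to 0.14, and each interval included 0. Over all fibroblast-like cells Pgam1 had 1049 UMIs in the control and 319 in the KO library (109 and 104 CPM), a log2 ratio of −0.06 (−0.24 to 0.13). Among the other cell classes, the interval lay above 0 in macrophage-like cells (0.50, 0.30 to 0.69) and in dendritic cell-like cells (0.46, 0.16 to 0.76), and below 0 in T cell-like cells (−1.26, −2.23 to −0.38), where Pgam1 had 50 and 14 UMIs.

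A Pgam1 UMI was found in 71.8% (65.2% to 77.9%) of control and 78.9% (67.6% to 87.7%) of KO cells of the adipocyte-marker cluster, at medians of 12971.5 and 16227 UMIs per cell. In T, B and NK cell-like cells the shares were 24.3% and 24.5%, at medians of 4275.5 and 5755.5 UMIs. With each cell thinned to 2000 UMIs, the cluster's shares were 20.0% (14.8% to 26.1%; 1 shallower cell left out) and 16.9% (9.05% to 27.7%; 0 left out). The paralog Pgam2 (ENSMUSG00000020475, chromosome 11 from 5801640 to 5803733, reverse strand) had 1 UMI in the cluster of the control library and 0 in that of the KO library.

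**Figure D2:**
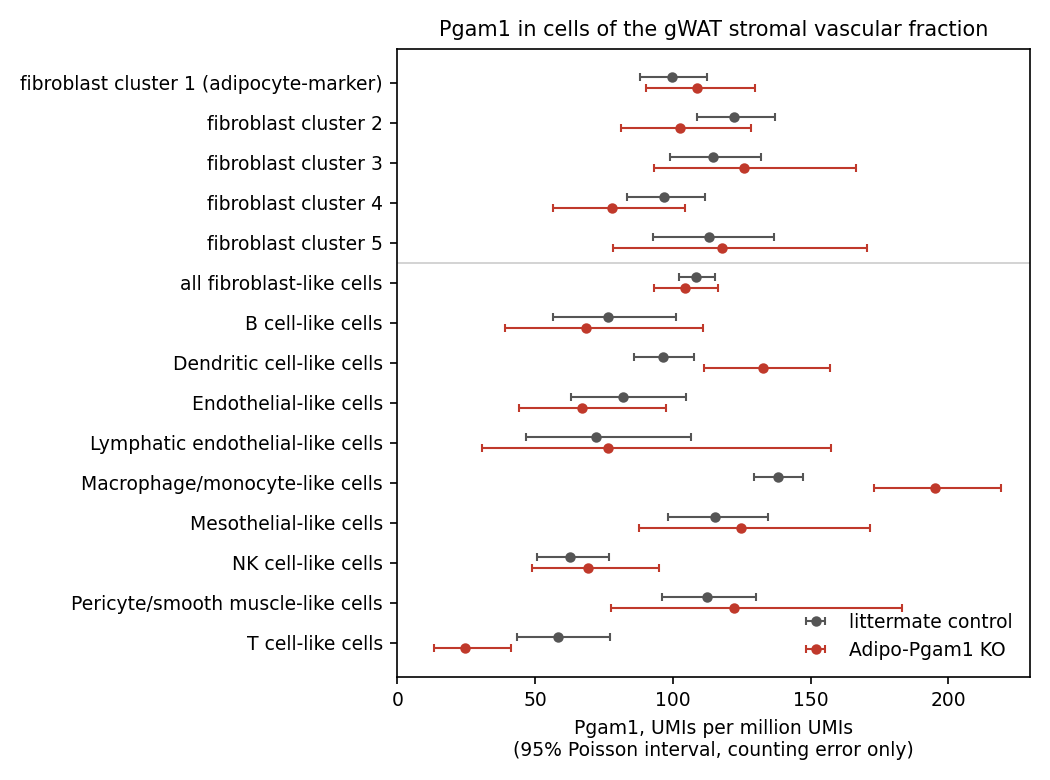
Pgam1 in SVF cells of gWAT. The horizontal axis is Pgam1 CPM in each group of cells, points are the littermate control (grey) and Adipo-Pgam1 KO (red) libraries, and bars are exact Poisson 95% intervals, which cover counting error only. The 5 fibroblast clusters lie above the line and all fibroblast-like cells and the other classes with at least 20 Pgam1 UMIs below it; the bars of the libraries overlap in every fibroblast cluster.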

Consistent with this idea, the corresponding cell population in Adipo-Pgam1 KO mice showed a marked downregulation of Pgam1 expression. Analysis of the differential expressed genes in this cluster between genotypes revealed upregulation of genes indicative of beige cells (Figure S6D), suggesting a causative relationship between Pgam1 deletion and beiging of gWAT.

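The paper's list of PCR primers holds 11 genes that were taken here as markers of beige cells. The paper's text does not name the genes of Fig. S6D, so these markers need not be the genes behind that figure. Of the 11 markers, 3 had at least 10 UMIs over both libraries in the adipocyte-marker cluster. Ppargc1a (ENSMUSG00000029167) had 9 UMIs in the control (3.35 CPM, exact Poisson 95% interval 1.53 to 6.37; 7 cells) and 11 in the KO library (9.88 CPM, 4.93 to 17.7; 5 cells), a log2 ratio of 1.56 (0.15 to 3.01). Prdm16 (ENSMUSG00000039410) had 9 and 12 UMIs (3.35 and 10.8 CPM), a log2 ratio of 1.68 (0.31 to 3.11). Of these 12 Prdm16 UMIs, 7 lay in KO cells with at least 3 of 6 Schwann cell markers, and without such cells the counts were 9 and 5. Mtus1 had 94 and 39 UMIs, a log2 ratio of 0.00 (−0.58 to 0.55). Among the other markers, Egln3 had 7 UMIs in the control and 0 in the KO library, Tmem26 had 0 and 2, Cidea had 1 and 0, and Ucp1, Cpt1b, Kcnk3, Tbx1 and Tnfrsf9 had none, so that a difference was not detectable at this depth. For Ucp1, a limit of 3 cells in place of 0 is 1.46% of the control and 4.23% of the KO cells of the cluster, and the exact Clopper-Pearson upper limits are 1.77% and 5.06%. Over all barcodes, before any filter, Ucp1 had 0 UMIs in both libraries and Cpt1b had 1 in each, in a fraction largely free of mature adipocytes.

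The median log2 ratio of the 3 measured markers was 1.56 (0.14 to 2.27 in Poisson draws of their counts), at percentile 99.4 of 10000 random lists matched on expression. It moved most, to −0.19, when 15 further beige cell genes were added, 9 genes of both lists being measured. It was also below 0 when cells with at least 200 genes and at most 20% mitochondrial UMIs were kept (−0.078), and when the markers and Pgam1 were allowed among the clustering genes (−0.18). With no limit on mitochondrial UMIs and the unnamed clusters near fibroblasts counted in, a setting chosen after seeing the data, it was −0.092. Without the Schwann-like cells, a setting also chosen after seeing the data, it was 0.48, at percentile 89.3, and without doublet removal 0.46, at percentile 89.0. Over all fibroblast-like cells, 5 of the markers were measured. Their median was 0.25 with counts under 3 set to 3, which is the value of Tmem26 (8 and 2 UMIs). As counted, Tmem26 had −0.34 (−3.61 to 1.99), Egln3 (14 and 1 UMIs) had −2.15 (−7.55 to 0.57), and the middle marker is Mtus1 at −0.072 (−0.41 to 0.25). A Ppargc1a UMI was found in 3.40% of control and 7.04% of KO cells of the cluster, and in 2.13% and 0.909% of the T, B and NK cell-like cells. With each cell thinned as for Pgam1, the cluster's shares were 0.488% and 1.41%, and those of the lymphocyte-like cells 1.43% (28 left out) and 0.478% (11 left out). The thinned shares of the cluster rest on 1 cell in each library. The lymphocyte-like cells do not give a background for Ppargc1a, because in the control library it had 13 UMIs in NK cell-like and 8 in B cell-like cells, whereas it had 0 in macrophage-like cells. For Prdm16 the cluster's shares were 3.40% and 12.7%, against 0.456% and 0.909%, and 0.976% and 7.04% after thinning, against 0.317% and 0.957%.

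Among the 8175 genes with at least 50 UMIs in the cluster, 108 had a CPM at least 2-fold higher and 166 at least 2-fold lower in the KO library. These are counts of genes past a size, and in simulated libraries with no change counting error alone put a median of 6 genes past the higher and 28 past the lower limit. With edgeR's TMM factors in place of CPM the counts were 135 and 136, so that 49.8% in place of 39.4% of them were higher, and with median-of-ratios factors they were 135 and 137. Without the Schwann-like cells, 79 of 8110 genes were 2-fold higher and 185 lower, and 71 genes were 2-fold higher both with and without them. A lower count minimum of 20 UMIs moved them most, to 278 and 381. Among the 10 largest rises were those of Kcna1 (3 control and 173 KO UMIs, log2 ratio 7.12, 5.55 to 9.41), Pdgfa (5.93, 4.33 to 8.24), 1700019B21Rik (7.46, 4.94 to 12.78), Ptn (5.64, 4.02 to 7.96), Nrn1 and Cadm2 (0 control UMIs, at least 5.57 and 5.52 against a limit of 3 UMIs, with exact lower limits of 5.22 and 5.17), Chl1 (7.08, 4.54 to 12.41), Gfra3 (7.00, 4.46 to 12.33) and Fcgr2b (4.62, 3.41 to 6.12). Of the 10 genes, 9 had from 92.1% to 100% of their KO UMIs in 7 Schwann-like cells, and 70 of the 73 KO UMIs of 1700019B21Rik lay in 1 cell. Kcna1 is itself among the markers that define Schwann-like cells, so its share in them is partly set by that definition. The largest falls were those of A330069E16Rik (116 control and 2 KO UMIs, log2 ratio −4.59, −7.65 to −2.70), Colgalt2 (−3.08, −5.39 to −1.46), Pgf (56 and 0 UMIs, log2 ratio at most −2.95 against a limit of 3 UMIs, with an exact upper limit of −2.61), Gpr182 (−2.73, −4.65 to −1.30), Zmat1 (−2.73, −5.06 to −1.10), Galnt18 (−2.56, −4.49 to −1.13), Dio3 (−2.49, −3.85 to −1.39), Cd36 (−2.46, −3.62 to −1.48), Arl4d (−2.38, −3.74 to −1.28) and Clic6 (−2.30, −2.94 to −1.72). The 116 control UMIs of A330069E16Rik lay in 12 of the cluster's 206 control cells. The other falls listed had theirs in from 34 (Zmat1) to 120 (Clic6) control cells. Cd36 was used to choose the cluster in the control library and Clic6 is among its leading genes there. What that choice adds to the fall of Clic6 was not tested. Fabp4 (−0.48, −0.59 to −0.36), Lpl (−0.29, −0.37 to −0.21), Cebpa (−0.43, −0.86 to −0.02) and Pnpla2 (−0.82, −1.60 to −0.10) were lower in the KO library, while the intervals of Pparg (−0.09), Lipe (−0.30), Acsl1 (−0.32) and Car3 (−0.73) included 0, and Dgat2 had 16 and 0 UMIs. Fabp4, Lpl and Cebpa also chose the cluster in the control library. Over all fibroblast-like cells, where that choice plays no part, the log2 ratio was −0.064 (−0.15 to 0.021) for Fabp4, −0.063 (−0.11 to −0.014) for Lpl, −0.48 (−0.78 to −0.19) for Cebpa and −1.63 (−2.33 to −0.99) for Cd36.

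The paper proposes that the cluster holds preadipocytes and that Cre deleted Pgam1 in them, states that genes of beige cells were higher in it in the KO library (Fig. S6D), and from this proposes a causative relationship between the deletion and beiging of gWAT.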

### Inhibition of glycolysis increases beige-like cells in adipocytes

Gene set enrichment analysis indicated that there was marked downregulation of the degradation of branched amino acids (BCAA) in gWAT from Adipo-Pgam1 KO mice (Figure S3). In agreement with this finding, metabolomic analysis showed accumulation of various amino acids including BCAA in gWAT from these mice (Figure 6A). It is well accepted that an increase of branched amino acids leads to activation of the mTor pathway and inhibition of autophagy (Nie et al., 2018). We previously reported that dietary obesity promotes the whitening of BAT by activating mitophagy (Shimizu et al., 2014). In addition, Altshuler-Keylin et al. demonstrated that autophagy-mediated clearance of mitochondria is required for beige-to-white adipocyte phenotypic reversal and that inhibition of autophagy leads to maintenance of functioning beige adipocytes (Altshuler-Keylin et al., 2016). In agreement with our metabolomic data, in the present study we found upregulation of the mTor pathway in gWAT from Adipo-Pgam1 KO mice (Figure 6B); this upregulation was associated with increased expression of p62 (Figure 6C). We also examined BAT tissues and plasma from Adipo-Pgam1 KO and/or BAT-Pgam1 KO mice and found no significant changes in BCAA-mTor-autophagy signals (Figures S7A–S7E).

**Figure 6:**
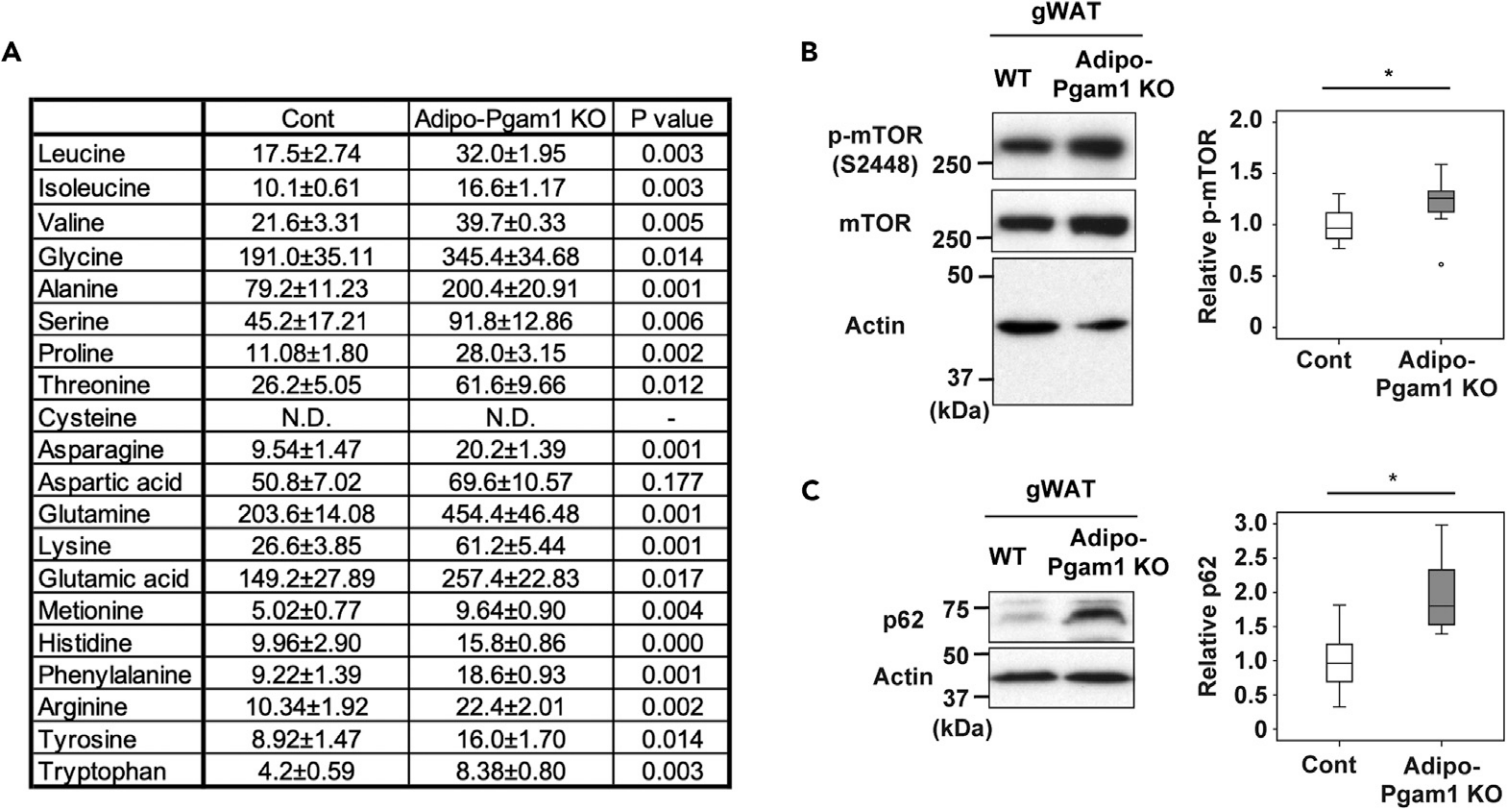
Pgam1 deletion affects BCAA metabolism (A) Tissue weight-adjusted amino acid levels (nmol/g) in gWAT from Adipo-Pgam1 KO and their littermate WT mice (n = 5, 5). (B) Western blot analysis for mTOR in gWAT prepared in (A). Actin was used as loading control. Right graphs show the quantification of *p*-mTOR/Actin ratio (n = 7,7). (C) Western blot analysis for p62 in gWAT prepared in (A). Actin was used as loading control. Right graphs show the quantification of p62 expression (n = 7,6). Data were analyzed by the 2-tailed Student’s *t* test (A–C). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figures S7 and S8.

To examine a relationship between Pgam1 deletion and mTor-induced beiging in differentiated adipocytes, we infected NIH3T3L1 cells with an AAV vector that codes short hairpin (sh)-Pgam1. Consistent with the *in vivo* data from Adipo-Pgam1 KO mice, deletion of Pgam1 from differentiated adipocytes led to an increase in BCAA levels and activation of mTor signaling (Figures S8A–S8C). Pgam1 deletion upregulated expression of Ucp1 (Figure S8D), and this upregulation was attenuated by rapamycin (Figure S8E). Treatment of differentiated adipocytes with BCAA led to upregulation of Ucp1 (Figure S8F). Likewise, treatment of differentiated adipocytes with MHY1485, a potent mTOR activator that also inhibits autophagy, increased expression of p62 and Ucp1 (Figures S8G and S8H).

## Discussion

The present study demonstrated that deletion of Pgam1 from BAT and WAT had a different impact on each tissue, because it promoted whitening of BAT and beiging of WAT without any change of adipose tissue catecholamine levels. Deletion of Pgam1 from BAT alone did not affect WAT, excluding the possibility that BAT dysfunction induced beiging of WAT via activation of the sympathetic nervous system. These findings were further supported by *in vitro* experiments using differentiated adipocytes, which showed that deletion of Pgam1 led to an increase of beige cell makers, as well as by histological analysis of EGFP reporter mice. Taken together, our results indicate that beiging of WAT is induced by deletion of Pgam1 via a cell-autonomous mechanism.

It has been reported that Pgam1 has a role in tumorigenesis and cellular aging, and Pgam1 has been suggested as a therapeutic target for age-associated diseases including cancer (Hitosugi et al., 2012; Jiang et al., 2014; Kondoh et al., 2005). Interestingly, we observed upregulation of beige makers and downregulation of glycolytic enzymes in gWAT of aged mice with BAT whitening (data not shown), suggesting that inactivation of glycolysis may be involved in regulating the adaptive response of gWAT to age-associated BAT dysfunction. This adaptive response may provide a survival advantage for aged animals by maintaining minimal thermogenesis in response to cold and preventing inappropriate energy consumption under starvation conditions despite age-associated whitening of BAT. It is known that cold exposure preferentially promotes the beiging of iWAT rather than gWAT, whereas we found that Pgam1 deletion particularly increased beige-like cells in gWAT. Because visceral fat has a pathological role in metabolic dysfunction leading to type 2 diabetes, inhibition of glycolysis in gWAT could be an attractive strategy for treating metabolic diseases like type 2 diabetes.

In gWAT from Adipo-Pgam1 KO mice, we found accumulation of branched chain amino acids along with upregulation of the synthetic enzymes. Branched chain amino acids are the most abundant essential amino acids, and are not only substrates for the synthesis of nitrogenous compounds, but also act as signaling molecules in the regulation of glucose, lipid, and protein metabolism or immunity via special signaling networks such as the mTor pathway (Nie et al., 2018). Consistent with these reports, we identified activation of the mTor pathway in gWAT from Adipo-Pgam1 KO mice, which was associated with inhibition of autophagy and an increase of beige-like cells. Our transcriptomic analysis also demonstrated upregulation of the phosphoinositide 3-kinase/Akt pathway in gWAT from Adipo-Pgam1 KO mice that could possibly account for activation of mTor signaling (the Gene Expression Omnibus database GSE186030). When Halama et al. (2016) investigated the crucial metabolic pathways for differentiation of white adipocytes, their transcriptomic and metabolomic analyses identified phosphatidylcholine synthesis, fatty acids metabolism, and catabolism of branched chain amino acids as key regulatory pathways. They also demonstrated that a metabolic switch from catabolism of branched chain amino acids to lipid synthesis was crucial for white adipocyte differentiation. Taken together with our results, these findings suggest that branched chain amino acids may have a role in the regulation of white and beige adipocyte differentiation.

Our *in vitro* experiments using differentiated adipocytes suggested that autophagy could be involved in regulating the beiging of white adipocytes, but it remains to be determined whether Pgam1 deletion actually inhibits autophagy to promote the beiging response of gWAT. It would be interesting to examine the effect of specific mTor pathway activation (for example, using floxed Tsc1/2 mice) in gWAT of Adipo-Pgam1 KO mice, although a visceral WAT-specific Cre driver mouse is not available at present. Indeed, we still do not fully understand how Pgam1 deletion activates the mTor pathway, how Pgam1 deletion promotes accumulation of branched chain amino acids, or whether accumulation of these amino acids underlies activation of the mTor pathway and beiging of gWAT in Adipo-Pgam1 KO mice. Thus, further studies will be required to develop novel therapeutic strategies for metabolic disease based on modulation of cell metabolism in adipose tissue.

### Limitations of the study

The results of the present study suggest that the BCAA-mTor-autophagy axis may be involved in beiging of gWAT of Adipose-Pgam1 KO mice, but a causative relationship remains to be determined. Other factors, including other metabolites and insulin, that could potentially activate mTor signals may contribute to beiging of gWAT in Adipose-Pgam1 KO mice. Our study did not elucidate the mechanisms underlying upregulation of amino acids including BCAA in gWAT of Adipo-Pgam1 KO mice. We have not confirmed the changes in glycolysis and TCA in our mouse models by using flux analyses such as *in vivo* isotope tracing methods (Jung et al., 2021). We have not fully elucidated the mechanisms by which Adipo-Pgam1 KO mice show glucose intolerance along with normal thermogenic response.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-Pgam1 antibody	Abcam	ab2220, RRID: AB_302900
anti-β actin antibody(13 × 10^5^)	Cell Signaling	#4970, RRID: AB_2223172
anti-GAPDH antibody	Cell Signaling	#2118, RRID: AB_561053
anti-Tubulin antibody	Cell Signaling	#2125, RRID: AB_2619646
anti-p62 antibody	Abcam	ab219581, RRID: AB_219581
anti-phospho mTOR antibody	Cell Signaling	#2971, RRID: AB_330970
anti-mTOR antibody	Cell Signaling	#2972, RRID: AB_330978
anti-Cpt1b antibody	Santa Cruz	sc-20522, RRID: AB_2084698
anti-Cpt1b antibody	Proteintech	22170-1-AP, RRID: AB_2713959
anti-Ucp1 antibody	Abcam	ab10983, RRID: AB_2241462
anti-Cre antibody	Cell Signaling	#12830, RRID: AB_2631055
anti-F4/80 antibody	Abcam	ab111101, RRID: AB_10859466
wheat germ agglutinin-conjugated Alexa Fluor 488	Thermo Fisher Scientific	W11261
Hoechst	Life Technologies	33258
horseradish peroxidase-conjugated anti-rabbit immunoglobulin G	Jackson Immunoresearch	#111-035-003, RRID: AB_2313567
donkey anti-goat IgG H&L (Cy5)	Abcam	ab6566, RRID: AB_955056
goat anti-rabbit IgG H&L (DyLight488)	Abcam	ab96899, RRID: AB_10679361
goat anti-rabbit IgG H&L (Cy5)		ab97077, RRID: AB_10679461
Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H + L)	Jackson Immunoresearch	711-065-152, RRID: AB_2340593
BB515 Streptavidin	BD	564453, RRID: AB_2869580
Cy5-streptavidin conjugate	Invitrogen	43-4316

**Bacterial and virus strains**		

AAV-DJ Helper Free shRNA Expression System	Cell Biolabs Inc	VPK-413-DJ
AAV-DJ Helper Free Expression System	Cell Biolabs Inc	VPK-410-DJ

**Chemicals, peptides, and recombinant proteins**		

L-methionine sulfone	WAKO	502-76641
MES	Dojindo	349-01623
CSA	WAKO	037-01032
NADH	Sigma-Aldrich	N7410-15VL
ADP	Sigma-Aldrich	A4386-1G
LDH	Sigma-Aldrich	L1254-1KU
PK	Sigma-Aldrich	P7768-1KU
Enolase	Sigma-Aldrich	E6126-500UN
2,3-DPG	Santa Cruz	SC-213964
3-PGA	Santa Cruz	sc-214793
Rapamycin	WAKO	550-83271
Leucine	Sigma-Aldrich	L8000
Isoleucine	Sigma-Aldrich	I2752
Valine	Sigma-Aldrich	V0500
MHY1485	Sigma-Aldrich	SML0810

**Critical commercial assays**		

Norepinephrine ELISA Kit	Abnova	KA1891
*In Situ* Cell Death Detection Kit, Fluorescein	Roche	1684795
Ultra Sensitive Mouse Insulin ELISA Kit	Morinaga	M1104
Branched Chain Amino Acid Kit	Sigma-Aldrich	MAK003
Agilent SurePrint G3 Mouse GE microarray (G4852A)	Agilent	G4852A

**Deposited data**		

DNA microarray	This paper	GSE186030
Single cell RNA-sequence	This paper	GSE200374

**Experimental models: Cell lines**		

NIH-3T3L1 cells	ATCC	CL-173

**Experimental models: Organisms/strains**		

Mouse: Adipoq-Cre^+^: *Pgam1*^flox/flox^	Adipoq-Cre; Eguchi J et al., 2011. floxed Pgam1; Generated in our lab.	N/A
Mouse: Ucp1-Cre^+^: *Pgam1*^flox/flox^	UCP1-Cre; Kong X et al., 2014. floxed Pgam1; Generated in our lab.	N/A

**Oligonucleotides**		

Forward primer for mouse *Actb*; 5′-CTAAGGCCAACCGTGAAAAG-3′	This paper	N/A
Reverse primer for mouse *Actb*; 5′-ACCAGAGGCATACAGGGACA-3′	This paper	N/A
Forward primer for mouse *Rplp0*; 5′-GATGCCCAGGGAAGACAG-3′	This paper	N/A
Reverse primer for mouse *Rplp0*; 5′-ACAATGAAGCATTTTGGATAA-3′	This paper	N/A
Forward primer for mouse *Pgam1*; 5′-GCCTGATCACCCCTTCTACA-3′	This paper	N/A
Reverse primer for mouse *Pgam1*; 5′-CTCTTTGATCTGGGGGACAA-3′	This paper	N/A
Forward primer for mouse *Pgam2*; 5′-GGCATTGTGAAACATCTGGAA-3′	This paper	N/A
Reverse primer for mouse *Pgam2*; 5′-AACCTCATGGGCTTGGTG-3′	This paper	N/A
Forward primer for mouse *Cpt1b*; 5′-GAGTGACTGGTGGGAAGAATATG-3′	This paper	N/A
Reverse primer for mouse *Cpt1b*; 5′-GCTGCTTGCACATTTGTGTT-3′	This paper	N/A
Forward primer for mouse *Ucp1*; 5′-GGCCTCTACGACTCAGTCCA-3′	This paper	N/A
Reverse primer for mouse *Ucp1*; 5′-TAAGCCGGCTGAGATCTTGT-3′	This paper	N/A
Forward primer for mouse *Tnfrsf9*; 5′-CGTCTGTCGACCCTGGAC-3′	This paper	N/A
Reverse primer for mouse *Tnfrsf9*; 5′-CACGTCCTTCTCCGTGGT-3′	This paper	N/A
Forward primer for mouse *Cidea* 5′-TTCAAGGCCGTGTTAAGGA-3′	This paper	N/A
Reverse primer for mouse *Cidea* 5′-CCTTTGGTGCTAGGCTTGG-3′	This paper	N/A
Forward primer for mouse *Egln3*; 5′-TGTCTGGTACTTCGATGCTGA-3′	This paper	N/A
Reverse primer for mouse *Egln3*; 5′-AGCAAGAGCAGATTCAGTTTTTC-3′	This paper	N/A
Forward primer for mouse *Kcnk3*; 5′-CCTTCTACTTCGCCATCACC-3′	This paper	N/A
Reverse primer for mouse *Kcnk3*; 5′-GCGTAGAACATGCAGAACACC-3′	This paper	N/A
Forward primer for mouse *Mtus1*; 5′-AAACACTGTCATTTTCCACACAG-3′	This paper	N/A
Reverse primer for mouse *Mtus1*; 5′-CTGGGTCTGGATGCATAGG-3′	This paper	N/A
Forward primer for mouse *Ppargc1a*; 5′-TGAAAGGGCCAAACAGAGAG-3′	This paper	N/A
Reverse primer for mouse *Ppargc1a*; 5′-GTAAATCACACGGCGCTCTT-3′	This paper	N/A
Forward primer for mouse *Prdm16*; 5′-ACAGGCAGGCTAAGAACCAG-3′	This paper	N/A
Reverse primer for mouse *Prdm16*; 5′-CGTGGAGAGGAGTGTCTTCAG-3′	This paper	N/A
Forward primer for mouse *Tbx1*; 5′-TTTGTGCCCGTAGATGACAA-3′	This paper	N/A
Reverse primer for mouse *Tbx1*; 5′-CTCGGCCAGGTGTAGCAG-3′	This paper	N/A
Forward primer for mouse *Tmem26*; 5′-CTGCTCAACCTCTTGCTGGT-3′	This paper	N/A
Reverse primer for mouse *Tmem26*; 5′-AAGATGGCCGGAGAAAGC-3′	This paper	N/A

**Recombinant DNA**		

Forward sequence for sh-mouse Pgam1; 5′-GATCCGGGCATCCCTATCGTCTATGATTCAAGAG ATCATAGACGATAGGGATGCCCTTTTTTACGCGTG-3′	This paper	N/A
Reverse sequence for sh-mouse Pgam1; 5′-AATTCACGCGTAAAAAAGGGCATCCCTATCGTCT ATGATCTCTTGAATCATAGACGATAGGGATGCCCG-3′	This paper	N/A

**Software and algorithms**		

SPSS version 24 software	IBM	N/A
KEGG identifiers	KEGG (Kyoto Encyclopedia of Genes and Genomes)	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Tohru Minamino at .

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Animal models

All of the animal experiments were conducted in compliance with the protocol reviewed by the Institutional Animal Care and Use Committee of Niigata University and approved by the President of Niigata University. Adipoq-Cre mice (Eguchi et al., 2011) were purchased from the Jackson Laboratory (ME, U.S.A.). Adipoq-Cre or Ucp1-Cre (C57BL/6J background)(Kong et al., 2014) were crossed with mice carrying floxed *Pgam1* alleles with a C57BL/6 background to generate mice with adipose tissue- (Adipo-Pgam1 KO) or brown adipose tissue (BAT)- (Ucp1-Pgam1 KO) specific knockout of Pgam1. The genotypes of the littermate controls were Adipoq-Cre^–^: *Pgam1* ^flox/flox^ or Ucp1-Cre^–^: *Pgam1* ^flox/flox^. CAG-LSL-EGFP mice were provided by RIKEN (RBRC09806)(Kawamoto et al., 2000). All experiments were performed using male mice.

### Method details

#### Cell culture

The mouse pre-adipocyte cell line, NIH-3T3L1 cells were cultured in high glucose DMEM (Gibco, 12430) with 10% fetal bovine serum (FBS) and 100U/mL penicillin/streptomycin solution (P/S), and differentiation was induced by adding 0.5 mM 3-isobutyl-1-methylxanthine, 1 mM dexamethasone, and 5 mg/mL insulin (Sigma Aldrich) for 48 h. Fully differentiated adipocytes were used for further analysis after 7 days of culture. In some experiments, short hairpin RNA (shRNA) targeting mouse Pgam1 (shPgam1), negative control (shCont) or mouse Bcat1 cDNA were introduced to NIH-3T3L1 cells by using adenovirus-assocoated vector (AAV) as described below. In some experiments, fully differentiated adipocytes were treated with rapamycin (WAKO, 550-83,271), leucine (Sigma-Aldrich, L8000), isoleucine (Sigma-Aldrich, I2752), valine (Sigma-Aldrich, V0500) or MHY1485 (Sigma-Aldrich, SML0810). In some experiments, adipocytes were cultured in DMEM without branched chain amino acids (BCAA; valine, leucine and isoleucine) (Gmep inc., Kurume, Japan).

#### Adeno associated virus (AAV)

pAAV-sh-*Pgam1* and pAAV-sh-Negative control vectors were constructed using standard subcloning techniques according to the manufacturer’s instructions (AAV-DJ Helper Free shRNA Expression System, Cell Biolabs Inc, VPK-413-DJ). Annealed complementary nucleotides for shRNA target site against mouse *Pgam1* or negative control were subcloned into *Bam*HI/*Eco*RI sites of pAAV-U6-GFP expression vector. We co-transfected HEK293 cells with pAAV expression vector, pAAV-DJ and pHelper using transfection reagent (X-tremeGENE9 DNA Transfection Reagent, Roche, 06365809001). AAV was harvested from these cells by freeze and thaw cycles, and purified with a ViraBind AAV Purification Kit (Cell Biolabs Inc, VPK-140). Titer of purified AAV was quantified with QuickTiter AAV Quantitation Kit (Cell Biolabs Inc, VPK-145). We added AAV into NIH-3T3L1 cells with a titer of 1 × 10ˆ9 GC/well. Sequence of shRNA targeting mouse *Pgam1* were as follows.

sh-Pgam1

5′-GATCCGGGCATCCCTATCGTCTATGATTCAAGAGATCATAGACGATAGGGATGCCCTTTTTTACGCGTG-3′

5′-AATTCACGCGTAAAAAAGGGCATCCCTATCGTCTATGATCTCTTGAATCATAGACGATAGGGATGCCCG-3′

#### Physiological analyses

Mice were housed individually for monitoring of their body weight and food intake. Adiposity was examined by CT scanning (LaTheta, Aloca) according to the manufacturer’s protocol. CT scans were obtained at 2-mm intervals from the diaphragm to the base of the abdominal cavity. Oxygen consumption was measured in 20-week-old mice by using an O2/CO2 metabolic measurement system (Columbus Instruments) according to the manufacturer’s instruction.

#### Laboratory tests

Experiments were done in all animal models at 12 weeks of age unless otherwise mentioned. Mice were housed individually for one week prior to the assay. On the day of the glucose tolerance test (GTT), the mice were fasted for 6 h and then glucose was injected intraperitoneally at a dose of 2 g/kg in the early afternoon. Blood glucose levels were measured with a glucose analyzer (SANWA KAGAKU KENKYUSHO) at 15, 30, 60, and 120 min after glucose injection. For the insulin tolerance test (ITT), mice were given human insulin intraperitoneally (1 U/kg body weight) at 1:00 p.m. without starvation. Tail vein blood was collected at 0, 15, 30, 60, and 120 min after administration, and blood glucose levels were measured with a glucose analyzer. We measured the levels of insulin by using ELISA-based immunoassay kits (Morinaga Institute of Biological Science Inc.) according to the manufacturer’s instruction. Norepinephrine levels in plasma and gWAT were measured by enzyme-linked immunosorbent assay (ELISA) (Abnova, Walnut CA, USA, KA1891) according to the manufacturer’s instructions.

#### Acute cold exposure

Body temperature was assessed by subcutaneous implantation of biocompatible and sterile microchip transponders (IPTT-300 Extended Accuracy Calibration; Bio Medic Data Systems) in the scapular region according to the manufacturer’s instructions. Animals were subjected to the cold tolerance test (CTT) at 4°C and body temperature was measured at hourly intervals for 6–8 h.

#### Metabolomic analyses

Metabolomic analyses were done by Soga et al. at Keio University using capillary electrophoresis time-of-flight/mass spectrometry (CE-TOF/MS), as described previously (Hirayama et al., 2009). Interscapular BAT, gonadal WAT (gWAT) and inguinal WAT (iWAT) samples from Adipo-Pgam1 KO mice were corrected from the mice and immediately frozen in liquid nitrogen. To extract metabolites, 40–50mg snap-frozen samples were completely homogenized by Shake Master *NEO* (Bio Medical Science) in 500uL of methanol containing L-methionine sulfone (Wako 502-76641), methionine sulfone (MES, Dojindo 349-01623), and D-camphor-10-sulfonic acid sodium salt (CSA, Wako 037-01032) (all at 20 μM). After adding CHCl3 (500 μL) and distilled water (200 μL) with thorough mixing, centrifugation was performed at 4,600g for 15 min at 4°C. Then the aqueous layer (300 μL) was collected and transferred to a 5-kDa cutoff filter (UltrafreeMC-PLHCC; Human Metabolome Technologies, UFC3LCCNB-HMT). Centrifugation was performed at 9,100g for 3 h at 20°C, after which the filtrate was centrifugally concentrated and dissolved in 50μL distilled water containing reference compounds (200 μM each of 3-aminopyrrolidine and trimesate). Samples were analyzed by capillary electrophoresis time-of-flight/mass spectrometry (CE-TOF/MS). All CE-TOF/MS experiments were performed using an Agilent CE Capillary Electrophoresis System equipped with an Agilent TOFMS, an Agilent 1100 isocratic HPLC pump, an Agilent G1603A CE-MS adapter kit, and an Agilent G1607A CE–electrospray ionization (ESI)–MS sprayer kit (Agilent Technologies). For system control and data acquisition, we used Agilent G2201AA ChemStation software for CE and Agilent TOF (Analyst QS) for TOFMS. Anionic metabolites were separated in a cationic-polymer–coated COSMO(+) capillary (50 μm i.d. 100 cm total length) (Nacalai Tesque) filled with 50 mmol/L ammonium acetate solution (pH 8.5) as the running electrolyte. Sample was injected with a pressure injection of 50 mbar for 30 s (approximately 30 nL) and a negative voltage of 30kV was applied. Ammonium acetate (5 mmol/L) in 50% methanol/water (50% v/v) containing 0.01 μM Hexakis (2,2-difluoroethoxy) phosphazene was delivered as the sheath liquid at 10 μL/min. ESI-TOFMS was conducted in the negative ionization. The capillary voltage was set at 3500V. For TOFMS, the fragmenter voltage, skimmer voltage, and OCT RFV were set at 100, 50, and 500 V, respectively. A flow rate of drying nitrogen gas (heater temper-ature, 300°C) was maintained at 7 L/min. Automatic recalibration of each acquired spectrum was performed using reference masses of reference standards ([13C isotopic ion of deprotonated acetic acid dimer (2CH3COOH - H)]-, *m*/*z* 120.03841), and ([Hexakis + deprotonated acetic acid (CH3COOH - H)]-, *m*/*z* 680.03554). Exact mass data were acquired at a rate of 1.5 spectra/s over a 50-1000 *m*/*z* range. Cationic metabolites were separated in a fused-silica capillary (50 μm i.d. 100 cm total length) filled with 1 M formic acid as the runnning electrolyte. Sample was injected with a pressure injection of 50 mbar for 5 s (approximately 5 nL), and positive voltage of 30 kV was applied. Sheath liquid that comprised methanol/water (50% v/v) containing 0.01 μM Hexakis (2,2-difluoroethoxy) phosphazene was delivered at 10 μL/min. ESI-TOFMS was operated in the positive ionization. The capillary voltage was set at 4000V. For TOFMS, the fragmenter voltage, skimmer voltage, and OCT RFV were set at 75, 50, and 500 V, respectively. Automatic recalibration of each acquired spectrum was performed using reference masses of reference standards ([2MeOH13Cisotope]-, *m*/*z* 66.06306), and ([Hexakis(2,2-difluoroethoxy)phosphazene]-, *m*/*z* 622.028963). Exact mass data were acquired at the rate of 1.5 cycles/s over a 50 to 1,000 *m*/*z* range. Raw CE-TOFMS data were processed using Master Hands ver. 2.17.0.8 software for the quantification of metabolites. Similar results were obtained when metabolite levels were adjusted by total protein or tissue weight.

#### Microarray analyses

Total RNA was isolated from BAT, gWAT and iWAT of Adipo-Pgam1 KO with RNeasy Lipid Tissue Kit (QIAGEN). Cyanine-3 (Cy3) labeled cRNA was prepared from 600 ng RNA using the One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling) (Agilent, CA, USA) according to the manufacturer’s instructions, and the resulting probes were hybridized to Agilent SurePrint G3 Mouse GE Microarray kit (8 × 60K) (G4852B). The scanned images were normalized by Agilent GeneSpring GX 12.0 software and differentially expressed genes were identified via the fold-change (FC) and p values of the *t*-test. Gene expression data are available through the Gene Expression Omnibus database (GSE186030).

#### scRNA-seq analysis

scRNA-seq analysis was done at University of Tokyo using Illumina HiSeq3000 sequencer. For isolation of the stromal vascular cell fraction (SVF) from adipose tissue, gWAT was excised, minced, and placed into 10 mL of PBS(−) containing 2 mg/mL of type 2 collagenase (Worthington, Lakewood, NJ), 1.2 U/mL of Dispase (Gibco, Carlsbad, CA), and 10 mM CaCl2 (Roche). Incubation was done for 20 min at 37°C with gentle agitation. After adding 10 mL of DMEM with 10% FBS, the lysate was centrifuged at 400×g for 5 min and the pellet was resuspended in 5 mL of erythrocyte lysis buffer and incubated for 5 min at room temperature. Then the lysate was filtered through a cell strainer (70 μm) into a 50 mL tube. Next, the lysate was centrifuged at 400×g for 5 min and the pellet was resuspended in 5 mL of PBS and filtered through a cell strainer (40 μm) into a 50 mL tube. The SVF cells were centrifuged at 400×g and resuspended in 500 μL of PBS for further analysis. The scRNA-seq libraries was prepared using Chromium Single Cell 3ʹ Reagent Kits v3 and Chromium controller (10x Genomics). 28/96 bp pair end sequencing of the libraries was performed by Illumina HiSeq3000. Using CellRanger v3.0.1, the sequencing data was processed, and the count matrices were generated. Data analysis of count matrices was performed by Seurat (version 3.1.5) on R (version 4.0.1) and R studio (version 1.1.463). Gene expression data are available through the Gene Expression Omnibus database (GSE200374).

#### Histological analyses and TEM study

Interscapular BAT, gWAT and iWAT samples were harvested from mice, fixed overnight in 10% formalin, embedded in paraffin, and sectioned for immunofluorescence or hematoxylin-eosin (HE) staining. The following antibodies were used: anti-Cpt1b antibody (Santa Cruz, sc-20522), anti-Cpt1b antibody (Proteintech, 22170-1-AP), anti-Ucp1 antibody (Abcam, ab10989), anti-Cre antibody (Cell Signaling, #12830), anti-F4/80 antibody (Abcam, ab111101), wheat germ agglutinin-conjugated Alexa Fluor 488 for staining cell membranes (Thermo Fisher Scientific, W11261), and Hoechst (Life Technologies, 33258). The secondary antibody for anti-Cpt1b antibody (Santa Cruz, sc-20522) was donkey anti-goat IgG H&L (Cy5) (Abcam, ab6566), while that for Ucp1 antibody was goat anti-rabbit IgG H&L (DyLight488) (Abcam, ab96899). The secondary antibody for anti-Cpt1b antibody (Proteintech, 22170-1-AP) and anti-F4/80 antibody was goat anti-rabbit IgG H&L (Cy5) (Abcam, ab97077). The secondary antibody for anti-Cre antibody was Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H + L) (Jackson Immunoresearch, 711-065-152) followed by BB515 Streptavidin (BD, 564453). All primary and secondary antibodies were used at a dilution of 1:50, except for Hoechst (1:1000). Stained sections were photographed with a Biorevo (Keyence Co.) or a confocal microscopy (C2+, Nicon Co.). Immunostaining was quantified with ImageJ software, and the UCP1- or CPT1b-positive area was calculated as the ratio of the DyLight488-or Cy5-positive area to the whole area of each view. For electron microscopy, interscapular BAT and gWAT were fixed in 2.5% glutaraldehyde/2.0% paraformaldehyde in 0.1M cacodylate buffer. Then 50 mg of calcium chloride was added to 400 mL of fixative. Grids for electron microscopy were prepared by Masaaki Nameta at the electron microscope core facility of Niigata University, and electron microscopy was performed by using a JEM1400 TEM at Niigata University Medical Campus.

#### RNA analysis

Total RNA (1 μg) was isolated from tissue samples with RNA-Bee (TEL-TEST Inc.). Real-time PCR (qPCR) was performed by using a Light Cycler 480 (Roche) with the Universal Probe Library and the Light Cycler 480 Probes Master (Roche) or LightCycler 480 SYBR Green I Master (Roche) according to the manufacturer’s instructions. The primers and their sequences were as follows. *Actb* or *Rplp0* was used as the internal control.

*Actb*; 5′-CTAAGGCCAACCGTGAAAAG-3′, 5′-ACCAGAGGCATACAGGGACA-3′

*Rplp0* 5′-GATGCCCAGGGAAGACAG-3′, 5′-ACAATGAAGCATTTTGGATAA-3′

*Pgam1*; 5′-GCCTGATCACCCCTTCTACA-3′, 5′-CTCTTTGATCTGGGGGACAA-3′

*Pgam2*; 5′-GGCATTGTGAAACATCTGGAA-3′, 5′-AACCTCATGGGCTTGGTG-3′

*Cpt1b*; 5′-GAGTGACTGGTGGGAAGAATATG-3′, 5′-GCTGCTTGCACATTTGTGTT-3′

*Ucp1*; 5′-GGCCTCTACGACTCAGTCCA-3′, 5′-TAAGCCGGCTGAGATCTTGT-3′

*Tnfrsf9*; 5′-CGTCTGTCGACCCTGGAC-3′, 5′-CACGTCCTTCTCCGTGGT-3′

*Cidea*; 5′-TTCAAGGCCGTGTTAAGGA-3′, 5′-CCTTTGGTGCTAGGCTTGG-3′

*Egln3*; 5′-TGTCTGGTACTTCGATGCTGA-3′, 5′-AGCAAGAGCAGATTCAGTTTTTC-3′

*Kcnk3*; 5′-CCTTCTACTTCGCCATCACC-3′, 5′-GCGTAGAACATGCAGAACACC-3′

*Mtus1*; 5′-AAACACTGTCATTTTCCACACAG-3′, 5′-CTGGGTCTGGATGCATAGG-3′

*Ppargc1a*; 5′-TGAAAGGGCCAAACAGAGAG-3′, 5′-GTAAATCACACGGCGCTCTT-3′

*Prdm16*; 5′-ACAGGCAGGCTAAGAACCAG-3′, 5′-CGTGGAGAGGAGTGTCTTCAG-3′

*Tbx1*; 5′-TTTGTGCCCGTAGATGACAA-3′, 5′-CTCGGCCAGGTGTAGCAG-3′

*Tmem26*; 5′-CTGCTCAACCTCTTGCTGGT-3′, 5′-AAGATGGCCGGAGAAAGC-3′

#### Western blot analysis

Whole-cell lysates were prepared in lysis buffer (10 mM Tris-HCl, pH 8, 140 mM NaCl, 5 mM EDTA, 0.025% NaN3, 1% Triton X-100, 1% deoxycholate, 0.1% SDS, 1 mM PMSF, 5 μg ml–1 leupeptin, 2 μg ml–1 aprotinin, 50 mM NaF, and 1 mM Na_2_VO_3_). Then the lysates (40–50 μg) were resolved by SDS-PAGE. Proteins were transferred to a PVDF membrane (Millipore) that was incubated with the primary antibody, followed by incubation with horseradish peroxidase-conjugated anti-rabbit immunoglobulin G (Jackson Immunoresearch). Proteins were detected by enhanced chemiluminescence (GE). The primary antibodies for western blotting were anti-Pgam1 antibody (Abcam, ab2220), anti-actin antibody (Cell Signaling, #4970), anti-GAPDH (Cell Signaling, #2118), anti-Tubulin (Cell Signaling, #2125), anti-p62 (Abcam, ab219581), and anti-phospho mTOR (Cell Signaling, #2971), and anti-mTOR (Cell Signaling, #2972). The primary antibodies were used at a dilution of 1:5000 for anti-actin and anti-GAPDH antibody, 1:1000 for anti-Pgam1, anti-Tubulin, anti-p62, anti-phospho mTOR, and anti-mTOR antibody.

#### PGAM enzymatic activity assay

PGAM enzymatic activity was measured as previously described (Hallows et al., 2012) with as slight modification. Briefly, adipose tissue lysates were prepared with lysis buffer (10 mM Tris-HCl (pH 7.8), 1% NP-40, 150 mM NaCl and 1mM EDTA). The reaction mixture contained 100 mM Tris-HCl, pH 8.0, 0.5 mM EDTA, 2 mM MgCl2, 100 mM KCl, 0.2 mM NADH, 3 mM ADP, 10 μM 2,3-bisphosphoglycerate, lactate dehydrogenase (LDH) (600 munit/mL), pyruvate kinase (500 munit/mL), enolase (100 munit/mL), and 1 mM 3-phosphoglycerate. Assays were performed at 37°C and measured at 340 nm using the FilterMax 5 microplate reader (Molecular Devices).

#### BCAA intercellular concentration assay

This assay using Branched Chain Amino Acid Kit (Sigma-Aldrich, #MAK003), and all processes were constructed according to the manufacturer’s instructions. After differentiated NIH3T3L1 cells infected AAV shPgam1, and rapidly homogenized in cold BCAA Assay Buffer. Collect the supernatant and adjust to the same volume by BCAA Assay Buffer after centrifuge. The supernatant was added to mixed appropriate Reaction Mix included BCAA Enzyme Mix and WST Substrate Mix into 96 well plates and incubated the reaction for 30 min at room temperature (blank mixed Reaction Mix without BCAA Enzyme Mix), and measured the absorbance at 450 nm (A_450_). Intercellular BCAA concentration was normalized with BCAA standard, which is provided from kit, and determined the amount of BCAA presented in the sample from the standard curve.

### Quantification and statistical analysis

#### Enrichment analysis

Genes in the microarray analysis were mapped to KEGG identifiers defined in the KEGG (Kyoto Encyclopedia of Genes and Genomes) database (downloaded on May 21, 2014) (Kanehisa et al., 2021). The number of genes with a 1.2-fold or greater change in each KEGG PATHWAY category was counted. All the genes in the mouse genome were used as the reference set for the enrichment analysis. The KEGG PATHWAY categories that were significantly enriched were extracted based on q-values (Storey and Tibshirani, 2003) from Fisher’s exact test performed using R (http://www.r-project.org/).

#### Statistical analysis

Statistical analyses were done with SPSS version 24 software. Data are shown as the mean ± SEM Differences between groups were examined by the two-tailed Student’s *t* test or two-way ANOVA, followed by Tukey’s multiple comparison test, the non-parametric Kruskal Wallis test, or Dunnett’s test for comparisons among more than two groups. In ITT, GTT, and CTT, data was analyzed with repeated measures. In all analyses, p < 0.05 was considered statistically significant. Asterisks ∗ and ∗∗ were defined as p < 0.05 and p < 0.01, respectively.

## Data Availability

All data reported in this paper will be shared by the Lead contact upon request. Gene expression data are available through the Gene Expression Omnibus database (GSE186030, GSE200374).

## References

[bib1] Altshuler-Keylin S., Shinoda K., Hasegawa Y., Ikeda K., Hong H., Kang Q., Yang Y., Perera R.M., Debnath J., Kajimura S. (2016). Beige adipocyte maintenance is regulated by autophagy-induced mitochondrial clearance. Cell Metab..

[bib2] Bartelt A., Bruns O.T., Reimer R., Hohenberg H., Ittrich H., Peldschus K., Kaul M.G., Tromsdorf U.I., Weller H., Waurisch C. (2011). Brown adipose tissue activity controls triglyceride clearance. Nat. Med..

[bib3] Bi P., Shan T., Liu W., Yue F., Yang X., Liang X.R., Wang J., Li J., Carlesso N., Liu X., Kuang S. (2014). Inhibition of Notch signaling promotes browning of white adipose tissue and ameliorates obesity. Nat. Med..

[bib4] Bordicchia M., Liu D., Amri E.Z., Ailhaud G., Dessi-Fulgheri P., Zhang C., Takahashi N., Sarzani R., Collins S. (2012). Cardiac natriuretic peptides act via p38 MAPK to induce the brown fat thermogenic program in mouse and human adipocytes. J. Clin. Invest..

[bib5] Bostrom P., Wu J., Jedrychowski M.P., Korde A., Ye L., Lo J.C., Rasbach K.A., Bostrom E.A., Choi J.H., Long J.Z. (2012). A PGC1-alpha-dependent myokine that drives brown-fat-like development of white fat and thermogenesis. Nature.

[bib6] Crane J.D., Palanivel R., Mottillo E.P., Bujak A.L., Wang H., Ford R.J., Collins A., Blumer R.M., Fullerton M.D., Yabut J.M. (2015). Inhibiting peripheral serotonin synthesis reduces obesity and metabolic dysfunction by promoting brown adipose tissue thermogenesis. Nat. Med..

[bib7] Cypess A.M., Lehman S., Williams G., Tal I., Rodman D., Goldfine A.B., Kuo F.C., Palmer E.L., Tseng Y.H., Doria A. (2009). Identification and importance of brown adipose tissue in adult humans. N. Engl. J. Med..

[bib8] Cypess A.M., White A.P., Vernochet C., Schulz T.J., Xue R., Sass C.A., Huang T.L., Roberts-Toler C., Weiner L.S., Sze C. (2013). Anatomical localization, gene expression profiling and functional characterization of adult human neck brown fat. Nat. Med..

[bib9] Eguchi J., Wang X., Yu S., Kershaw E.E., Chiu P.C., Dushay J., Estall J.L., Klein U., Maratos-Flier E., Rosen E.D. (2011). Transcriptional control of adipose lipid handling by IRF4. Cell Metab..

[bib10] Fisher F.M., Kleiner S., Douris N., Fox E.C., Mepani R.J., Verdeguer F., Wu J., Kharitonenkov A., Flier J.S., Maratos-Flier E., Spiegelman B.M. (2012). FGF21 regulates PGC-1α and browning of white adipose tissues in adaptive thermogenesis. Genes Dev..

[bib11] Gnad T., Scheibler S., von Kugelgen I., Scheele C., Kilic A., Glode A., Hoffmann L.S., Reverte-Salisa L., Horn P., Mutlu S. (2014). Adenosine activates brown adipose tissue and recruits beige adipocytes via A2A receptors. Nature.

[bib12] Halama A., Horsch M., Kastenmuller G., Moller G., Kumar P., Prehn C., Laumen H., Hauner H., Hrabe de Angelis M., Beckers J. (2016). Metabolic switch during adipogenesis: from branched chain amino acid catabolism to lipid synthesis. Arch. Biochem. Biophys..

[bib13] Hallows W.C., Yu W., Denu J.M. (2012). Regulation of glycolytic enzyme phosphoglycerate mutase-1 by Sirt1 protein-mediated deacetylation. J. Biol. Chem..

[bib14] Hankir M.K., Cowley M.A., Fenske W.K. (2016). A BAT-centric approach to the treatment of diabetes: turn on the brain. Cell Metab..

[bib15] Hankir M.K., Klingenspor M. (2018). Brown adipocyte glucose metabolism: a heated subject. EMBO Rep..

[bib16] Harms M., Seale P. (2013). Brown and beige fat: development, function and therapeutic potential. Nat. Med..

[bib17] Hirayama A., Kami K., Sugimoto M., Sugawara M., Toki N., Onozuka H., Kinoshita T., Saito N., Ochiai A., Tomita M. (2009). Quantitative metabolome profiling of colon and stomach cancer microenvironment by capillary electrophoresis time-of-flight mass spectrometry. Cancer Res..

[bib18] Hitosugi T., Zhou L., Elf S., Fan J., Kang H.B., Seo J.H., Shan C., Dai Q., Zhang L., Xie J. (2012). Phosphoglycerate mutase 1 coordinates glycolysis and biosynthesis to promote tumor growth. Cancer Cell.

[bib19] Hui X., Gu P., Zhang J., Nie T., Pan Y., Wu D., Feng T., Zhong C., Wang Y., Lam K.S., Xu A. (2015). Adiponectin enhances cold-induced browning of subcutaneous adipose tissue via promoting M2 macrophage proliferation. Cell Metab..

[bib20] Ikegami R., Shimizu I., Sato T., Yoshida Y., Hayashi Y., Suda M., Katsuumi G., Li J., Wakasugi T., Minokoshi Y. (2018). Gamma-aminobutyric acid signaling in Brown adipose tissue promotes systemic metabolic derangement in obesity. Cell Rep..

[bib21] Isidor M.S., Winther S., Markussen L.K., Basse A.L., Quistorff B., Nedergaard J., Emanuelli B., Hansen J.B. (2020). Pyruvate kinase M2 represses thermogenic gene expression in brown adipocytes. FEBS Lett..

[bib22] Ji S., You Y., Kerner J., Hoppel C.L., Schoeb T.R., Chick W.S., Hamm D.A., Daniel Sharer J., Wood P.A. (2008). Homozygous carnitine palmitoyltransferase 1b (muscle isoform) deficiency is lethal in the mouse. Mol. Genet. Metab..

[bib23] Jiang X., Sun Q., Li H., Li K., Ren X. (2014). The role of phosphoglycerate mutase 1 in tumor aerobic glycolysis and its potential therapeutic implications. Int. J. Cancer.

[bib24] Jung S.M., Doxsey W.G., Le J., Haley J.A., Mazuecos L., Luciano A.K., Li H., Jang C., Guertin D.A. (2021). In vivo isotope tracing reveals the versatility of glucose as a brown adipose tissue substrate. Cell Rep..

[bib25] Kajimura S., Spiegelman B.M., Seale P. (2015). Brown and beige fat: physiological roles beyond heat generation. Cell Metab..

[bib26] Kanehisa M., Furumichi M., Sato Y., Ishiguro-Watanabe M., Tanabe M. (2021). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res..

[bib27] Kawamoto S., Niwa H., Tashiro F., Sano S., Kondoh G., Takeda J., Tabayashi K., Miyazaki J.I. (2000). A novel reporter mouse strain that expresses enhanced green fluorescent protein upon Cre-mediated recombination. FEBS Lett..

[bib28] Kir S., Komaba H., Garcia A.P., Economopoulos K.P., Liu W., Lanske B., Hodin R.A., Spiegelman B.M. (2016). PTH/PTHrP receptor mediates cachexia in models of kidney failure and cancer. Cell Metab..

[bib29] Kondoh H., Lleonart M.E., Gil J., Wang J., Degan P., Peters G., Martinez D., Carnero A., Beach D. (2005). Glycolytic enzymes can modulate cellular life span. Cancer Res..

[bib30] Kong X., Banks A., Liu T., Kazak L., Rao R.R., Cohen P., Wang X., Yu S., Lo J.C., Tseng Y.H. (2014). IRF4 is a key thermogenic transcriptional partner of PGC-1α. Cell.

[bib31] Lee P., Smith S., Linderman J., Courville A.B., Brychta R.J., Dieckmann W., Werner C.D., Chen K.Y., Celi F.S. (2014). Temperature-acclimated brown adipose tissue modulates insulin sensitivity in humans. Diabetes.

[bib32] Lee J., Ellis J.M., Wolfgang M.J. (2015). Adipose fatty acid oxidation is required for thermogenesis and potentiates oxidative stress-induced inflammation. Cell Rep..

[bib33] Lin J.Z., Martagon A.J., Cimini S.L., Gonzalez D.D., Tinkey D.W., Biter A., Baxter J.D., Webb P., Gustafsson J.A., Hartig S.M., Phillips K. (2015). Pharmacological activation of Thyroid hormone receptors elicits a functional conversion of white to brown fat. Cell Rep..

[bib34] Ma X., Xu L., Alberobello A.T., Gavrilova O., Bagattin A., Skarulis M., Liu J., Finkel T., Mueller E. (2015). Celastrol protects against obesity and metabolic dysfunction through activation of a HSF1-PGC1α transcriptional axis. Cell Metab..

[bib35] Nagano G., Ohno H., Oki K., Kobuke K., Shiwa T., Yoneda M., Kohno N. (2015). Activation of classical brown adipocytes in the adult human perirenal depot is highly correlated with PRDM16-EHMT1 complex expression. PLoS One.

[bib36] Nguyen H.P., Yi D., Lin F., Viscarra J.A., Tabuchi C., Ngo K., Shin G., Lee A.Y.f., Wang Y., Sul H.S. (2020). Aifm2, a NADH oxidase, supports robust glycolysis and is required for cold- and diet-induced thermogenesis. Mol. Cell.

[bib37] Nie C., He T., Zhang W., Zhang G., Ma X. (2018). Branched chain amino acids: beyond nutrition metabolism. Int. J. Mol. Sci..

[bib38] Reitman M.L. (2017). How does fat transition from white to beige?. Cell Metab..

[bib39] Rogers N.H., Landa A., Park S., Smith R.G. (2012). Aging leads to a programmed loss of brown adipocytes in murine subcutaneous white adipose tissue. Aging Cell.

[bib40] Schreiber R., Diwoky C., Schoiswohl G., Feiler U., Wongsiriroj N., Abdellatif M., Kolb D., Hoeks J., Kershaw E.E., Sedej S. (2017). Cold-induced thermogenesis depends on ATGL-mediated lipolysis in cardiac muscle, but not brown adipose tissue. Cell Metab..

[bib41] Seale P., Conroe H.M., Estall J., Kajimura S., Frontini A., Ishibashi J., Cohen P., Cinti S., Spiegelman B.M. (2011). Prdm16 determines the thermogenic program of subcutaneous white adipose tissue in mice. J. Clin. Invest..

[bib58] Sharp L.Z., Shinoda K., Ohno H., Scheel D.W., Tomoda E., Ruiz L., Hu H., Wang L., Pavlova Z., Gilsanz V., Kajimura S. (2012). Human BAT possesses molecular signatures that resemble beige/brite cells. PLoS One.

[bib42] Shimizu I., Aprahamian T., Kikuchi R., Shimizu A., Papanicolaou K.N., MacLauchlan S., Maruyama S., Walsh K. (2014). Vascular rarefaction mediates whitening of brown fat in obesity. J. Clin. Invest..

[bib43] Shin H., Ma Y., Chanturiya T., Cao Q., Wang Y., Kadegowda A.K.G., Jackson R., Rumore D., Xue B., Shi H. (2017). Lipolysis in Brown adipocytes is not essential for cold-induced thermogenesis in mice. Cell Metab..

[bib59] Shinoda K., Luijten I.H., Hasegawa Y., Hong H., Sonne S.B., Kim M., Xue R., Chondronikola M., Cypess A.M., Tseng Y.H. (2015). Genetic and functional characterization of clonally derived adult human brown adipocytes. Nature medicine.

[bib44] Storey J.D., Tibshirani R. (2003). Statistical significance for genomewide studies. Proc. Natl. Acad. Sci. U S A.

[bib45] Tai T.A., Jennermann C., Brown K.K., Oliver B.B., MacGinnitie M.A., Wilkison W.O., Brown H.R., Lehmann J.M., Kliewer S.A., Morris D.C., Graves R.A. (1996). Activation of the nuclear receptor peroxisome proliferator-activated receptor gamma promotes brown adipocyte differentiation. J. Biol. Chem..

[bib46] Tan C.Y., Virtue S., Bidault G., Dale M., Hagen R., Griffin J.L., Vidal-Puig A. (2015). Brown adipose tissue thermogenic capacity is regulated by Elovl6. Cell Rep..

[bib47] Tolwani R.J., Hamm D.A., Tian L., Sharer J.D., Vockley J., Rinaldo P., Matern D., Schoeb T.R., Wood P.A. (2005). Medium-chain acyl-CoA dehydrogenase deficiency in gene-targeted mice. PLoS Genet..

[bib48] van der Lans A.A., Hoeks J., Brans B., Vijgen G.H., Visser M.G., Vosselman M.J., Hansen J., Jorgensen J.A., Wu J., Mottaghy F.M. (2013). Cold acclimation recruits human brown fat and increases nonshivering thermogenesis. J. Clin. Invest..

[bib49] Van Gaal L.F., Mertens I.L., De Block C.E. (2006). Mechanisms linking obesity with cardiovascular disease. Nature.

[bib50] Vegiopoulos A., Muller-Decker K., Strzoda D., Schmitt I., Chichelnitskiy E., Ostertag A., Berriel Diaz M., Rozman J., Hrabe de Angelis M., Nusing R.M. (2010). Cyclooxygenase-2 controls energy homeostasis in mice by de novo recruitment of brown adipocytes. Science.

[bib51] Villarroya F., Vidal-Puig A. (2013). Beyond the sympathetic tone: the new brown fat activators. Cell Metab..

[bib52] Whittle A.J., Carobbio S., Martins L., Slawik M., Hondares E., Vazquez M.J., Morgan D., Csikasz R.I., Gallego R., Rodriguez-Cuenca S. (2012). BMP8B increases brown adipose tissue thermogenesis through both central and peripheral actions. Cell.

[bib53] Wu J., Bostrom P., Sparks L.M., Ye L., Choi J.H., Giang A.H., Khandekar M., Virtanen K.A., Nuutila P., Schaart G. (2012). Beige adipocytes are a distinct type of thermogenic fat cell in mouse and human. Cell.

[bib54] Xue R., Lynes M.D., Dreyfuss J.M., Shamsi F., Schulz T.J., Zhang H., Huang T.L., Townsend K.L., Li Y., Takahashi H. (2015). Clonal analyses and gene profiling identify genetic biomarkers of the thermogenic potential of human brown and white preadipocytes. Nat. Med..

[bib55] Yanovski S.Z., Yanovski J.A. (2002). Obesity. N. Engl. J. Med..

[bib56] Yoneshiro T., Aita S., Matsushita M., Okamatsu-Ogura Y., Kameya T., Kawai Y., Miyagawa M., Tsujisaki M., Saito M. (2011). Age-related decrease in cold-activated brown adipose tissue and accumulation of body fat in healthy humans. Obesity (Silver Spring).

[bib57] Yoneshiro T., Aita S., Matsushita M., Kayahara T., Kameya T., Kawai Y., Iwanaga T., Saito M. (2013). Recruited brown adipose tissue as an antiobesity agent in humans. J. Clin. Invest..

How the deposited data were processed for this re-analysis (not part of the article)

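Single-cell RNA sequencing of SVF cells from gWAT was used, with 1 library from male littermate control mice and 1 from male Adipo-Pgam1 KO mice. The paper gives the control as Pgam1 flox/flox without Cre, and the labels call it littermate wildtype. The authors aligned the reads and counted UMIs per gene and cell barcode with CellRanger 3.0.1, and the deposited counts are whole numbers without normalization, for the barcodes that CellRanger called as cells, each with at least 500 UMIs. The counts are per gene, from transcript 3′ ends. Gene coordinates come from a GENCODE annotation of GRCm38, in which 28339 of the 28692 gene IDs were found. The microarray, tissue and in vitro data of the paper were not analysed here.

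The median number of detected genes per barcode was 940 in the control and 532.5 in the KO library, and the median share of mitochondrial UMIs 8.06% and 8.79%. Cells with at least 500 genes and at most 10% mitochondrial UMIs were kept. Doublets were scored with Scrublet in each library, and the highest scores were removed, in a share of 0.8% per 1000 barcodes. After both steps 42.4% of the control and 34.3% of the KO barcodes were left. Counts were normalised to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were used, and Leiden clustering (resolution 0.5) was run on a graph of shared neighbours (20 neighbours, shares under 0.0667 removed). The 45 listed adipocyte and beige markers and Pgam1 were left out of the clustering genes.

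A cluster took the name of a cell class when its mean z-score over the class's markers was above 0.5 and at least 0.75 above the next class, when at least 3 of the markers were found in at least 10% of its cells, and when its top 10 genes held no more markers of another class than of its own. Endothelial and lymphatic endothelial cells, and B and plasma cells, were treated as nested. Erythroid cells named no cluster, because haemoglobin RNA was found in nearly every cluster. Parts of this rule were set after seeing the data. It gave 11 named classes, and 7 clusters stayed unnamed. Fibroblast-like control cells were clustered again in the same way, clusters of at least 50 control cells were open to choice, and KO cells were placed on the control's principal components.

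UMIs were summed over the cells of a group and divided by the group's UMIs (CPM). Intervals of a CPM are exact Poisson intervals, those of a share of cells exact Clopper-Pearson intervals, and those of a ratio exact conditional binomial intervals, all at 95%. They cover counting error only. With 1 library per genotype, no p-value was computed. Ratios against 0 UMIs were taken against a limit of 3 UMIs, the medians of lists and the counts of genes past 2-fold were computed with counts under 3 set to 3, and no ratio is given where both libraries had at most 3. Genes named by rule are Pgam1, Pgam2, the beige markers of the paper's primer list, the selection and held-out adipocyte markers, and the 10 largest rises and the 10 largest falls among genes with at least 50 UMIs, ranked with counts under 3 set to 3. Of the 10 largest rises, 1 is not reported here. Lists (selection, held-out, beige and extended beige markers, glycolysis, tricarboxylic acid cycle, oxidative phosphorylation, branched-chain amino acid degradation, stress response and abundant macrophage genes) were summarised by the median log2 ratio of members with at least 10 UMIs, beside 10000 random lists drawn from the 100 genes nearest in UMIs to each member. The genes of Dpp4-positive progenitors and of committed preadipocytes were compared between control clusters alone. The lists of clock genes, and Apoe and Erdr1, were chosen after their values were seen. Of the sex-linked genes, Xist had 7 UMIs in the control and 1 in the KO library, and Ddx3y, Uty, Eif2s3y and Kdm5d had 3845 and 1209, 1358 and 302, 2214 and 705, and 1196 and 319.

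The steps were tested on simulated data with the depths of the adipocyte-marker cluster. Of 200 genes changed 4-fold, 199 were past 2-fold in the right direction, beside 29 unchanged genes. With no change, at most 16 genes were past 2-fold higher and at most 40 lower over 100 draws. Of 1000 intervals, 96.0% held the true ratio. A list of 10 genes made 2-fold higher lay at percentile 100 and an unchanged list at percentile 75.8. Each list was drawn once, from genes with at least 50 UMIs. They do not show how the median of the 3 measured beige markers behaves, of which Ppargc1a had 9 and 11 UMIs.

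The groups of cells, comparisons, filters, clustering and 18 alternatives were set before the data were examined, and 4 alternatives were added afterwards. The alternatives change the cell filters, the doublet step, the resolution, the joint clustering of the libraries, the clustering genes, the seed, the list that chooses the cluster, the scaling (edgeR's TMM and median-of-ratios factors), the weight of each cell, the count minimum, the beige list and the depth of each cell. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, R 4.3.3 and edgeR 4.0.16 were used.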

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

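The tests in this part were chosen only after the results they measure were seen. Each result concerns genes or cell classes that the paper does not discuss, and each stood above its level in the control library. With 1 library per genotype, a difference between genotypes and a difference between the libraries cannot be separated for any of them.

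Apoe was higher in fibroblast-like cells of the KO library, with 3499 UMIs in the control and 3340 in the KO library (362 and 1093 CPM), a log2 ratio of 1.59 (1.53 to 1.66). Free RNA of macrophage-like cells is argued against, because the median log2 ratio of 8 other macrophage genes in the same cells was −1.37, with members from −1.82 to −0.15. Without Schwann-like cells the log2 ratio of Apoe was 1.47 (1.40 to 1.54), and without the 10 KO cells with the most Apoe UMIs, which held 43.5% of them, it was 0.87 (0.79 to 0.95). With the KO clusters weighted by their share of the control UMIs it was 1.36, and the interval lay above 0 in 4 of the 5 clusters, so that a larger share of the adipocyte-marker cluster leaves most of the rise. Apoe was also higher in lymphatic endothelial-like cells (43 and 45 UMIs, 1.99, 1.35 to 2.62). Smaller rises were found in mesothelial-like cells (0.38, 0.19 to 0.56) and macrophage-like cells (0.27, 0.23 to 0.30). Apoe was lower in T, NK, dendritic and pericyte-like cells (−1.14, −1.09, −0.86 and −0.84) and in neutrophil-like cells (6 and 0 UMIs). Over all named classes other than fibroblast its log2 ratio was −0.14 (−0.17 to −0.10). This pooled value also moves with cell makeup. Macrophage-like cells held 29372 of its 31906 control UMIs and 7241 of its 8088 KO UMIs there. Of the UMIs of all genes they held 7009504 of 17284764 in the control and 1436020 of 4826489 in the KO library, a smaller part. Some other classes thus shared a rise, and the pooled value does not show whether those classes as a whole did. A change in expression may remain, as a hypothesis found and examined on the same data, and a difference between the mice or the libraries stays open.

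Erdr1 was higher in fibroblast-like cells of the KO library, with 191 and 231 UMIs, a log2 ratio of 1.94 (1.65 to 2.22). Cell type makeup is argued against, because the lowest log2 ratio in a class was 1.38. The interval lay above 0 in 10 of 10 classes with at least 20 UMIs. A copy number or sequence difference between the mice could give this, and it cannot be told apart from an effect of the genotype, since each genotype is a single library.

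Of the 10 largest rises in the adipocyte-marker cluster, 9 had over 50% of their KO UMIs in Schwann-like cells, of which the KO cluster held 7. The doublet step removed 13 Schwann-like cells from the control and 0 from the KO library, so removal from the control library alone may have caused the rise of these genes in the cluster. Before that step, 13 of the control cells (0.335%) and 7 of the KO cells (0.731%) that passed the filter were Schwann-like, a log2 ratio of 1.13 (−0.44 to 2.56), and a larger share of them in the KO library cannot be told apart from counting error at these numbers.

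Stress response genes were higher in the adipocyte-marker cluster of the KO library, with a median log2 ratio of 0.44 over 16 genes, at percentile 100 of random lists. A change in fibroblast-like cells alone is argued against, because the median over the other classes was 0.42, above 0 in 8 of them. The median was above 0 in 9 of 11 classes, all but dendritic cell-like cells and neutrophil-like cells. This is consistent with a difference in handling during dissociation, for which the library labels give no record, and an effect of the genotype on all these classes was not tested.

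T cell-like cells made up 5.31% of control cells (4.60% to 6.09%) and 9.93% of KO cells (8.09% to 12.0%). The filter on cells and the doublet step are argued against, because the lowest ratio of the shares over the settings that named T cell-like cells was 1.68. The filter of at least 1000 genes and at most 5% mitochondrial UMIs named none. Fewer macrophage-like cells are also argued against as the whole cause, because among the cells that are not macrophage-like the shares were 6.73% and 11.4%, a log2 ratio of 0.76 (0.39 to 1.12). Yield during dissociation and the genotype both stay open and were not tested.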

How the results depend on the processing

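The alternatives with equal doublet shares, without Schwann-like cells and with the unnamed clusters near fibroblasts (at 2 filters) were chosen only after seeing the data. No paired analysis was possible because there was 1 library per genotype.

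Pgam1 in the adipocyte-marker cluster had log2 ratios from −0.052 (mean over cells) to 0.34 over 17 alternatives, and over all fibroblast-like cells it ran from −0.056 to 0.056 over 14. Ppargc1a stayed between 1.31 and 1.91 over 17. Of 344 values of 23 single genes, 293 kept their value within counting error, 5 reversed and 46 moved, 43 of them nearer to 0 and 3 further from it. Cases where no ratio was given are not among the 344. Another seed and the choice by both marker lists returned the same cluster (206 control and 71 KO cells), and other alternatives share many of its cells. The alternatives are thus not independent of each other. The median log2 ratio of all genes with at least 50 UMIs was −0.11, and −0.04 with TMM or median-of-ratios factors.

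With at least 200 genes and at most 20% mitochondrial UMIs, the held-out markers had a median of −0.060 and the beige markers −0.078, Prdm16 had −0.078, and the cluster held 38.7% of control fibroblast-like cells. With at least 1000 genes and at most 5% it held 31.0%. Without doublet removal Fcgr2b had −0.15. At resolution 0.3 the cluster held 45.9% of control and 50.8% of KO cells, and at 1.0 it held 11.8% and 15.9%, with 70 genes 2-fold higher. With the markers among the clustering genes, the beige markers had a median of −0.18 and Prdm16 −0.18. With the unnamed clusters counted in, the held-out markers had a median of 0.081 and the cluster held 20.9% and 29.0%. With no mitochondrial limit as well and at least 200 genes, the held-out markers had −1.43, the beige markers −0.092, Kcna1 −0.21 and Prdm16 −0.092, and the cluster held 21.6% of KO cells. For these changes the cause was not tested.

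No ratio was given where both libraries had at most 3 UMIs in the cluster. This was so for Cadm2, Chl1, Gfra3, Nrn1, Kcna1 and Ptn without doublet removal, with equal doublet shares, without Schwann-like cells and with joint clustering after centring, and at resolution 1.0 for these genes, 1700019B21Rik, Fcgr2b, Pdgfa and Prdm16. With at least 200 genes at either mitochondrial limit, and with the markers among the clustering genes, it was so for Cadm2, Chl1, Gfra3 and Nrn1, and in the last of these also for Kcna1.

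With the mean over cells, 256 genes were 2-fold lower, and the cause was not tested. A minimum of 20 UMIs gave 278 higher and 381 lower genes and one of 200 UMIs gave 26 and 32, because more or fewer genes are counted. With the extended list the beige markers had −0.19, because the added genes had a median of −0.55.

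The depth limits the beige markers, since 8 of 11 had fewer than 10 UMIs in the cluster. With a minimum of 1 UMI, 4 were measured, with a median of 0.80 when Egln3 is set at the limit of 3 UMIs.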

Differences from the paper's values

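The settings marked as added were chosen only after the values were seen. The paper states that Pgam1 was markedly lower in the KO cells of the cluster it calls Fibroblast4. In the rebuilt adipocyte-marker cluster the log2 ratio of KO to control was 0.13 (−0.19 to 0.44). None of the alternatives set before the data were examined gave a log2 ratio below −0.052 in that cluster, nor did the added ones. The interval lay below 0 in 3 of the 64 other fibroblast clusters over 15 settings, which group largely the same cells anew. With at least 200 genes and at most 20% mitochondrial UMIs, 1 other cluster had 207 control and 37 KO UMIs, a log2 ratio of −0.56 (−1.11 to −0.05), and another had 14 and 2 UMIs, −1.28 with an interval that includes 0 (−4.46 to 0.84). With the unnamed clusters near fibroblasts counted in, an added setting, 1 other cluster had 235 and 51 UMIs, −0.54 (−1.01 to −0.10). With no limit on mitochondrial UMIs, at least 200 genes and those clusters counted in, also an added setting, 1 other cluster had 198 and 33 UMIs, −0.56 (−1.14 to −0.02).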

Other observations

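The tests in this part were chosen only after the results they measure were seen.

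Pgam1 was not lower in the adipocyte-marker cluster of the library labelled Adipo-Pgam1 KO. Free RNA from other cells as the source of its Pgam1 UMIs is argued against, because the median level of 8 macrophage genes in the KO cluster was 1.18% of their level in all KO cells, whereas Pgam1 stood at 93.5%. Whether the Adipoq promoter is active in these cells stays open. In the control library 0.485% of the cluster's cells (1 cell) held an Adipoq UMI, against 0.304% of lymphocyte-like cells, and in the KO library 2.82% (2 of 71 cells, 0.343% to 9.81%) did, against 0.455% (0.0115% to 2.51%), too few cells to decide. Transcripts of the recombined allele counted as Pgam1 cannot be told apart from intact ones, because the 4 exons share 1 count per cell. Whether the cells that lost Pgam1 lie in another cluster stays open. The interval lay below 0 in 3 and above 0 in 1 of the 64 other fibroblast clusters over all settings, with log2 ratios as counted from −1.28 (14 and 2 UMIs, −4.46 to 0.84) to 1.04, and 1 cluster with 8 and 0 UMIs for which no ratio is given, but these clusters group largely the same cells anew and give no level expected by chance. Exchanged genotype labels cannot be told apart either: with a log2 ratio of 0.13, Pgam1 by itself does not check the labels.

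Of the beige markers, Prdm16 had 58.3% of its KO UMIs in Schwann-like cells of the cluster, so those cells may account for its rise, and without them its log2 ratio was 0.48. For Ppargc1a, Schwann-like cells are argued against by a log2 ratio of 1.62 (0.21 to 3.07) without them, and scaling by a lowest value of 1.49 over 3 other scalings. UMIs of a few cells cannot be told apart from a wider rise, with 7.04% of KO and 3.40% of control cells holding a UMI. Over all fibroblast-like cells Ppargc1a had 12 and 16 UMIs, 2.08 (0.90 to 3.29), and Prdm16 30 and 20, 1.08 (0.18 to 1.94). Of these 20 KO UMIs of Prdm16, 7 lay in the Schwann-like cells, so those cells may account for part of this rise too. In the adipocyte-marker cluster the median of the 6 measured extended beige genes was −0.55, at percentile 1.12. Over all fibroblast-like cells, with 7 of these genes measured, it was −0.19, at percentile 24.6.

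Clock genes were lower in fibroblast-like cells of the KO library: Nr1d1 (1405 and 57 UMIs, −2.96, −3.37 to −2.58), Dbp (342 and 18, −2.59, −3.36 to −1.90) and Nr1d2 (590 and 55, −1.76, −2.19 to −1.36), while Per1 was higher (0.77, 0.46 to 1.08). The list of Nr1d1, Nr1d2, Dbp, Tef, Hlf, Per3 and Ciart had a median of −1.17, and that of Arntl, Clock, Npas2, Cry1 and Nfil3 a median of 0.23. A change in fibroblast-like cells alone is argued against, because Nr1d1 had −2.36 (−2.73 to −2.01) in all other named classes. The 3 genes were lower in 22 of 22 pairs of a gene and a class with at least 20 UMIs. Different times of day of collection could give this, and cannot be told apart from the genotype, since no times are given.

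In the adipocyte-marker cluster, the median log2 ratio was 0.09 for glycolysis (percentile 94.8), −0.11 for the tricarboxylic acid cycle (52.9), −0.05 for oxidative phosphorylation (86.6), −0.16 for branched-chain amino acid degradation (38.2), −0.80 for abundant macrophage genes (0.40), −0.43 for the selection markers (1.74) and −0.73 for the held-out markers (2.29). Over all fibroblast-like cells the selection markers, which chose the cluster in the control library, had −0.09, at percentile 42.9. In the same cells glycolysis had 0.16 (99.7), oxidative phosphorylation 0.01 (99.1), the tricarboxylic acid cycle −0.10 (56.0) and branched-chain amino acid degradation −0.05 (79.0). The held-out markers had −0.37 (1.22) and the abundant macrophage genes −1.29 (0). Macrophage-like cells made up 21.1% of control (19.8% to 22.5%) and 12.9% of KO cells (10.8% to 15.2%). Of the 3 macrophage-like clusters, the one with Folr2 and Fcna held 8.71% of control and 1.92% of KO cells. The others held 9.29% and 8.22%, and 3.1% and 2.8%. The paper describes more macrophages in WAT of KO mice by another assay, which is the opposite direction. Shares of a dissociated fraction do not measure infiltration. An unnamed cluster with Ctla4, Foxp3 and Il1rl1 held 0.913% of control and 3.31% of KO cells.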
